# Translational Profiling of Drd2-Expressing Populations Reveals Molecular Heterogeneity of Dentate Gyrus Mossy Cells along the Dorsoventral Axis

**DOI:** 10.1523/ENEURO.0236-25.2026

**Published:** 2026-07-14

**Authors:** Minseok Jeong, Jin-Hyeok Jang, Seo-Jin Oh, Ji-Woong Choi, Yong-Seok Oh

**Keywords:** dentate gyrus, dorsoventral axis, heterogeneity, hippocampus, mossy cells, translating ribosome affinity purification, translatome

## Abstract

Hilar mossy cells (MCs) are crucial for integrating and propagating signals across the hippocampal dorsoventral axis, mediating cognitive and affective processing. While MCs exhibit profound dorsoventral differences in their projections, physiology, and behavioral roles, the molecular basis underlying this functional specialization remains largely unexplored. To address this gap, we used translating ribosome affinity purification (TRAP) in male mice to systematically compare the translatome of *Drd2*-expressing, MC-enriched populations along the dorsoventral axis. This analysis revealed distinct translational signatures with 1,442 genes enriched in dorsal and 1,337 genes in ventral *Drd2*-expressing, MC-enriched populations. Pathway analysis demonstrated significant functional segregation along the dorsoventral axis. The dorsal population is notably enriched for genes linked to neuronal connectivity and synaptic transmission, whereas the ventral counterpart shows enrichment in genes associated with energy metabolism and cellular maintenance. Specifically, we identified a subset of dorsal enriched genes, including neurotransmitter receptors, ion channels, and axon guidance regulators, contrasting with ventral enriched genes highly related to glucose/fatty acid metabolism, oxidative phosphorylation, and exocytosis. We further predicted distinct sets of upstream transcriptional regulators activated in each subpopulation, providing insights into the regulatory networks that may drive molecular divergence. Our findings provide a translatomic basis for the dorsoventral heterogeneity of Drd2-expressing neurons that include MCs, offering molecular signatures associated with their differential contributions to hippocampal function.

## Significance Statement

Mossy cells (MCs) are crucial for integrating signals and propagating them across the hippocampal dorsoventral axis, influencing both cognitive and emotional processing. Despite functional differences, the molecular basis of dorsoventral heterogeneity has remained elusive. Utilizing TRAP analysis with *Drd2*-Cre-driven EGFP-L10a labeling, our study uncovers distinct translational signatures within *Drd2*-expressing, MC-enriched populations along the dorsoventral axis. Specifically, the dorsal population is genetically poised for enhanced neuronal signaling and intrinsic excitability, whereas the ventral population preferentially expresses genes that support robust energy metabolism and cellular resilience. These findings advance our understanding of how distinct molecular features may underlie dorsoventral functional specialization of MCs, providing insights into circuit mechanisms supporting cognitive and affective behaviors and their potential differential vulnerability in brain disorders.

## Introduction

The hippocampus, a limbic structure essential for learning, memory, and emotional regulation, is functionally specialized along its dorsoventral (longitudinal) axis (Moser and Moser, 1998; Fanselow and Dong, 2010; Strange et al., 2014). While the dorsal hippocampus is primarily engaged in spatial navigation and cognitive processing, the ventral hippocampus predominantly supports anxiety, stress responses, and affective behaviors (Kheirbek et al., 2013; Bannerman et al., 2014). This functional segregation is underpinned not only by distinct anatomical connectivity but also by region-specific gene expression that is tightly coupled to physiological and functional properties of each domain (Thompson et al., 2008; Dong et al., 2009; Fanselow and Dong, 2010; Cembrowski et al., 2016). Defining the molecular determinants of this heterogeneity is therefore crucial for understanding hippocampal circuit formation and its disruption in neurological and psychiatric disorders.

Within the dentate gyrus (DG), the main gate of the hippocampal trisynaptic circuit, hilar mossy cells (MCs) constitute a unique and functionally pivotal population. These glutamatergic excitatory neurons extend long associational axons that bridge the dorsal and ventral portions of the DG, providing long-range connectivity across the hippocampus (Scharfman, 2016). MCs receive their primary inputs from granule cells (GCs), and in turn, project back onto both GCs (direct excitation) and local interneurons (indirect feedforward inhibition), thereby playing a crucial role in balancing excitation and inhibition in the DG (Scharfman and Myers, 2012). This dual control is considered essential for DG-dependent computation such as pattern separation and memory encoding (Jinde et al., 2012; Bui et al., 2018; Fredes et al., 2021; Li et al., 2022; Jeong et al., 2024a). By virtue of this connectivity, MCs are uniquely positioned to integrate and redistribute information across the hippocampal dorsoventral axis, shaping both cognitive and affective processing.

Dorsoventral heterogeneity within MCs has been documented in terms of their axonal projections (Botterill et al., 2021; Houser et al., 2021; Jeong et al., 2024b), dendritic morphology, intrinsic electrophysiology (Jinno et al., 2003), and synaptic connectivity (Fredes et al., 2021; Abdulmajeed et al., 2022). These anatomical and electrophysiological distinctions have, in turn, been linked to differential effects on the DG circuit function and behavior (Bauer et al., 2021; Fredes et al., 2021; Wang et al., 2021; Jeong et al., 2024a). Despite these well-defined cellular and functional distinctions, the genetic programs governing such heterogeneity remain poorly understood.

A central obstacle to addressing this question is their relatively low abundance among hippocampal principal cells, compounded by cellular heterogeneity within the hilus, which together make a cell-type–specific approach indispensable. To date, transcriptional profiling combined with fluorescence-based MC isolation has identified ∼59 candidate MC markers, a few of which were used to confirmed molecular heterogeneity against the Allen Brain Atlas In Situ Hybridization (ABA-ISH) database (Cembrowski et al., 2016). However, this work was focused almost exclusively on the dorsal DG region, so that a systematic dorsoventral comparison is still lacking. This knowledge gap limits our understanding of how MC support differential hippocampal functions and how their dysfunction might relate to distinct behavioral impairments.

To close this critical gap, we set out to systematically compare the molecular profiles of dorsal and ventral MC-enriched subpopulations in the DG. By employing translating ribosome affinity purification (TRAP) with *Drd2*-Cre-driven EGFP-L10a labeling, we captured the translatomes from dorsal and ventral hippocampal fractions enriched with MCs. This approach allowed us to uncover the distinct gene expression signatures that may underlie the functional heterogeneity of these populations. Our analysis revealed profoundly distinct translational signatures, with numerous genes enriched in either the dorsal or ventral fractions and predicted key upstream transcriptional regulators orchestrating these specific molecular profiles. Pathway analysis highlighted a significant functional segregation, where the dorsal population showed enrichment in genes vital for synaptic transmission and neuronal connectivity, while the ventral population was enriched in genes associated with energy metabolism and cellular maintenance. These findings provide a translatomic atlas for the dorsoventral heterogeneity within these hippocampal populations, offering crucial molecular insight into their differential contributions to circuit function in health and disease.

## Materials and Methods

### Animals

The Eef1a^LSL.EGFP-L10a/+^ transgenic (TG) mouse line (#030305, JAX stock) was imported from The Jackson Laboratory (JAX), and another TG mouse line, *Drd2*-Cre (#ER44, GENSAT), was obtained from GENSAT. All TG mice were bred with C57BL/6J mice (JAX) to obtain hemizygotes. Hemizygous *Drd2*-Cre mice were then cross-bred with hemizygous The Eef1a^LSL.EGFP-L10a/+^ mice to generate double transgenic animals. Animals were group-housed (2–5 per cage) under a 12 h light/dark cycle (7 AM to 7 PM) with standard chow (LabDiet) and water provided *ad libitum*. All experiments were conducted using age- (8–15 weeks) and sex-matched (male) littermates. All procedures were approved by the Animal Care and Use Committee of the Daegu Gyeongbuk Institute of Science and Technology (DGIST, IACUC #20011503-03).

### Immunohistochemistry

All animals were anesthetized via intraperitoneal injection of Avertin (250 mg/kg) and perfused transcardially with PBS, followed by 4% paraformaldehyde (PFA). The brains were extracted and incubated in 4% PFA overnight at 4°C before being transferred to 15% sucrose until they sank. Subsequently, they were transferred to 30% sucrose and incubated overnight at 4°C. The brains were coronally or horizontally sectioned into 40 µm slices using a cryostat (#CM3050S, Leica Biosystems). For immunostaining, each slice was incubated in blocking buffer (1× PBS, 0.2% BSA, 4% normal goat serum, 0.3% Triton X-100) at room temperature for 1 h. Following blocking, sections were incubated overnight at 4°C with primary antibodies diluted in the blocking buffer. The primary antibodies used were as follows: anti-NeuN (rabbit polyclonal, 1:1,000, #ABN78, Millipore), anti-GluR2/3 (rabbit polyclonal, 1:100, #ab1506, Millipore), anti-Satb1 (mouse monoclonal, 1:500, #sc-376096, Santa Cruz Biotechnology), and anti-calretinin (rabbit polyclonal, 1:500, #7699/3 h, SWANT). After incubation for 24 h, the sections were washed three times with washing buffer (1× PBS, 0.3% Triton X-100) for 10 min each. They were then incubated with either a Tyramide Signal Amplification (TSA) reagent (#B40955, Thermo Fisher Scientific) for anti-GluR2/3 or Alexa Fluor-conjugated secondary antibodies (1:400, Thermo Fisher Scientific) for other primary antibodies and counterstained with DRAQ5 (#62251, Thermo Fisher Scientific) at room temperature for 3 h. The sections were washed three times and mounted using ProLong Gold antifading mounting medium (#P36930, Thermo Fisher Scientific).

### In situ hybridization (ISH)

All chromogenic ISH images were obtained from the publicly available ABA-ISH database, including both coronal and sagittal sections. To compare spatial expression patterns with TRAP-seq (Fig. 2), we manually examined ABA-ISH images for each gene and assessed their expression in the dentate hilar region relative to other hippocampal subregions. For gene ontology-associated genes (Fig. 3), we evaluated whether these genes exhibited dorsoventral differences in hilar expression, focusing specifically on signal presence within the hilus rather than expression patterns in other hippocampal regions.

Fluorescence ISH was performed using the RNAscope Fluorescence Assay Kit (#323100, ACDbio) with Mm-Cyp26b1-C1 probe (#45421, ACDbio). Brains were fixed in 4% PFA overnight at 4°C, cryoprotected in 15% sucrose until sinking, followed by 30% sucrose overnight at 4°C, and sectioned coronally at 14 µm using a cryostat. Sections were mounted on Superfrost plus slides (#12-550-15, Thermo Fisher Scientific) and stored at −80°C. The RNAscope protocol was followed as per the manufacturer's instructions. Briefly, sections were fixed in prechilled 4% PFA for 15 min at 4°C, dehydrated in 50% and 70% and twice in 100% ethanol (5 min each), and incubated in hydrogen peroxide for 10 min at RT. Antigen retrieval was performed in boiling buffer for 5 min, followed by Protease III digestion for 30 min at 40°C. Sections were hybridized with probe (50 µl) for 2 h at 40°C and then rinsed in 1× wash buffer. Signal amplification was performed with Amp 1 (30 min), Amp 2 (30 min), and Amp 3 (15 min). Detection was carried out using Opal 520 dye (1:2,000 in TSA buffer, #FP1487001KT, Akoya Biosciences) for 30 min at 40°C. Slides were rinsed in 1× wash buffer between steps and counterstained with DAPI (#62248, Thermo Fisher Scientific).

### Image acquisition

Images were acquired using a Nikon A1 confocal microscope with a 20× objective lens under consistent imaging settings. Each image was collected as a *z*-stack at 4 µm intervals, tiled, and processed for brightness and contrast adjustment with NIS software (Nikon).

### Image quantification

All image analyses were performed using ImageJ (NIH). For counting MCs (labeled with EGFP-L10a) colocalized with markers (*Cyp26b1*, GluR2/3, and Satb1; Leranth et al., 1996; Hochgerner et al., 2018; Mundrucz et al., 2023), the hilar region was defined as the area between the upper and lower blades of the GC layer, excluding the subgranular zone (defined as two cell-body layers adjacent to the GC layer) and the portion of CA3 extending into the hilus. Positive signals were defined using the Color Threshold function. Threshold values were first determined using representative images and then applied consistently across all images to exclude background fluorescence. For quantifying fluorescence intensity (EGFP-L10a and *Cyp26b1*), individual cells were detected using the Analyze Particles function and defined as regions of interest (ROIs). Fluorescence intensity for each cell was measured as the integrated density, corresponding to the sum of pixel intensity values within each ROI. Signals below the defined fluorescence threshold were considered too weak for reliable detection and were excluded from analysis. All samples were processed and analyzed under identical imaging and analysis conditions.

### Translatomic profiling of dMCs and vMCs

#### Sample preparation and TRAP

TRAP assay was conducted with minor modifications to original procedure (Heiman et al., 2014), as described below. *Drd2*-Cre female mice (hemizygote) were cross-bred with Eef1a^LSL.EGFP-L10a/+^ male mice to produce MC-enriched TRAP (*Drd2*-Cre;Eef1a^LSL.EGFP-L10a/+^) mice. MC-enriched TRAP mice ∼10 weeks old were used for MC translatome analysis. After decapitation, the brains were rapidly soaked in the prechilled dissection buffer (1× HBSS, 2.5 mM HEPES, 35 mM glucose, 4 mM NaHCO_3_, 100 µg/ml cycloheximide, RNase-free water), pH 7.4, for 1 min. After incubation, the hippocampi from 25 mice were rapidly manually dissected and separated into dorsal and ventral parts on ice. Briefly, the brain was bisected along the midline to separate the hemispheres. Each hemisphere was then placed medial side up, and the diencephalon (thalamus and hypothalamus) was carefully removed with fine-tipped forceps to expose the hippocampus along the medial wall. The hippocampus was subsequently gently lifted and separated from the surrounding tissue using blunt-end forceps. Then each hippocampus was gently uncoiled along its curved structure and carefully extended into a linear configuration. Then, the medial portion of the ventral pole, corresponding to the anatomical location of the ventral subiculum based on gross hippocampal landmarks, was carefully removed under a microscope using fine-tipped forceps to minimize contamination (Extended Data Fig. 1-3). For dorsoventral subdivision, the hippocampus was separated according to proportional length, with the dorsal one-third defined as dorsal hippocampus and the remaining ventral two-thirds defined as the ventral hippocampus. This definition was guided by the known dorsoventral gradient of calretinin expression in MCs (Fujise et al., 1997; Jeong et al., 2024b), in which calretinin-positive MCs are predominantly located in the ventral DG and was applied consistently across samples. Five mice per assay were pooled for each TRAP to achieve the necessary minimum yield for RNA sequencing. Pooled hippocampal tissues were kept under dissection buffer for 30 min to minimize blood traces and then homogenized in ice-cold polysome extraction buffer [20 mM HEPES, 150 mM KCl, 10 mM MgCl_2_, 0.5 mM dithiothreitol, 100 µg/ml cycloheximide, protease inhibitors (EDTA-free), 400 unit/ml recombinant RNase inhibitors, and 200 unit/ml Superasin (#AM2696, Ambion)], pH 7.4, with a motor-driven Teflon glass homogenizer (#K8855100020, Thermo Fisher Scientific). Homogenates were cleared by centrifugation at 2,000 × *g* for 10 min at 4°C. NP-40 (#492018, EMD Biosciences) and 1,2-diheptanoyl-sn-glycero-3-phosphocholine (DHPC, #850306P, Avanti Polar Lipids) were added to the supernatant at a final concentration of 1% and 30 mM, respectively, followed by incubation on ice for 5 min. The clarified lysates were centrifuged for 10 min at 20,000 × *g* to separate insoluble material (cell debris) into a pellet, allowing the soluble fraction for downstream analysis. Monoclonal anti-EGFP antibodies (50 µg each of the clones 19C8 and 19F7; 100 µg total, corresponding to a final concentration of 100 µg/ml in 1 ml low-salt buffer) were immobilized onto Dyna magnetic beads (#123-21D, Invitrogen) via protein L (#PI-29997, Thermo Fisher Scientific). These EGFP-affinity beads were added to the supernatant, followed by incubation using an end-over-end rotator for 16 h at 4°C. Polysome-bound beads were washed three times in the high-salt washing buffer (20 mM HEPES, 350 mM KCl, 5 mM MgCl2, 1% NP-40, 0.5 mM dithiothreitol, 100 µg/ml cycloheximide, and RNase-free water), pH 7.4, with gentle agitation to resuspend the beads between washing steps. The beads were washed one more time with detergent-free washing buffer and immediately added to RLT buffer, followed by RNA purification with RNeasy Micro Kit (#74004, QIAGEN) with in-column DNase digestion. The quantity and integrity of purified RNA were determined by using a Quant-iT RiboGreen RNA Assay Kit (#R11490, Invitrogen) and Fragment Analyzer (AATI), which calculates an RNA quality number (RQN) ranging from 1 (highly degraded) to 10 (intact RNA). Only samples with an RQN greater than eight were selected for qPCR and RNA-seq.

#### qPCR analysis

The isolated RNA from the TRAP assay was used to synthesize cDNA with iScript cDNA Synthesis Kit (#1708891 Bio-Rad Laboratories). A 10 ng of cDNA was used for each quantitative real-time PCR (qPCR) reaction, and all samples were run in triplicate. qPCR analysis was carried out using SsoAdvanced Universal SYBR Green Supermix (#1725270, Bio-Rad) and AriaMx Real-Time PCR System (Agilent) following standard cycling conditions (95°C for 30 s, then 40 cycles of 95°C for 5 s and 60°C for 30 s). The relative quantitation of mRNA was calculated by the comparative Ct method after normalization to mouse *Map2*. The following primers were used: *Calb2*, 5′- TTTATGGAGGCTTGGCGGAA-3′ (forward) and 5′-TCATCATAGGGCCTGTTGGC-3′ (reverse); *Cyp26b1*, 5′-ATTCAGGAAGCGCAATGCAG-3′ (forward) and 5′-CGCCCCAGTAAGTGTGTCTT-3′ (reverse); and *Map2*, 5′-ATCTCTTCAGCACGACGGAC-3′ (forward) and 5′- CGTGAAGAGTAGCTTGGGGG-3′ (reverse). Nonspecific amplification was excluded by confirming a single peak in the melting curve analysis, which indicates a single and specific amplification product. To further validate the specificity, PCR products were also resolved on 2% agarose gels stained with ethidium bromide, and only samples showing a single band of the expected size were considered for analysis.

#### Data analysis

Full-length cDNA was generated from 500 pg of RNA with Ovation RNAseq v2 kit (NuGene). cDNA quality and quantity were checked on a Fragment Analyzer using DNA High Sensitivity Assay Kit (#DNF-486, AATI) prior to sequencing library preparation. Sequencing libraries were constructed by a TruSeq RNA library Prep Kit v2 (Illumina) and sequenced for 50 bp paired-end on Illumina HiSeq2500 using Rapid v2 sequencing chemistry (Illumina). For each library, the number of detected genes is presented in Extended Data Figure 3-1. Reads were then aligned to the mouse reference genome (GRCm38) using STAR v2.5.2b (Dobin et al., 2013). Read counts per gene were calculated using HTseq-count v0.7.2 (Anders et al., 2014). Differential expression analysis on raw read counts was performed in R using the edgeR package (Robinson et al., 2009). The package implements exact statistical methods based on generalized linear models. The particular feature of edgeR functionality is empirical Bayes methods that permit the estimation of gene-specific biological variation, even for experiments with minimal levels of biological replication. The quasi-likelihood method was implemented for differential expression analyses of bulk RNA-seq data. We first identified “expressed” genes as those with counts per million fragments mapped larger than 1 under at least two of the biological replicates. Finally, we identified differentially expressed genes (DEGs) as the ones that have the false discovery rate (FDR)-adjusted *p* values <0.05 and absolute log_2_-fold changes >0.58 (1.5-fold).

### Ingenuity pathway analysis (IPA)

To identify enriched canonical pathways and upstream regulatory elements between dorsal and ventral MCs, IPA (Qiagen) was performed using the DEG list described above. The analysis was based on the Ingenuity Knowledge Base (*Mus musculus*) as a reference. Canonical pathway analysis was used to evaluate the overrepresentation of DEGs in curated signaling pathways. The *z*-score algorithm was applied to predict the activation or inhibition state of each pathway based on the direction of gene expression changes (Krämer et al., 2014). Pathways with a |*z*-score| > 2 were considered to be significantly activated in either dorsal or ventral MCs.

### Statistical analysis

Statistical analyses were conducted using Prism 8 (GraphPad Software) and Microsoft Excel, and R-based bioinformatic tools. For translatomic data analysis, differential expression analysis was performed to directly compare dorsal and ventral samples using identical statistical thresholds. Genes were classified as dorsal- or ventral-subpopulation–enriched based on a minimum fold change (>1.5 ratio) and FDR-adjusted significance (*p* < 0.05) derived from this direct comparison. Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and canonical pathway analyses were performed using the DAVID functional annotation tool and IPA software, respectively. For all enrichment analyses, statistical significance was determined using Fisher's exact test (*p* < 0.05). Upstream regulator analysis was further conducted based on an activation *z*-score (|*z*| > 2) to predict the activation state of transcriptional regulators. For other experimental data, normality of the distribution was assessed using the Shapiro–Wilk test. Data meeting the assumptions of normality were analyzed using parametric tests, including Student's *t* test and two-way ANOVA followed by Tukey's post hoc test for multiple comparisons. All data are presented as mean ± standard error of the mean.

### Data and code availability

All RNA-seq data are publicly available in the GEO database under accession number GSE156004. All data in this paper is available upon request. This study does not generate any new code.

## Results

### Selective isolation of translating mRNA in *Drd2*-expressing populations enriched for MCs along the dorsoventral axis using TRAP

Accurately analyzing specific molecular characteristics of hilar MCs is challenging due to the diverse cell types in the dentate hilus. To overcome this, we employed TRAP, a method that enables cell-type–specific enrichment of actively translating mRNAs by immunoprecipitating EGFP-tagged L10a ribosomal subunits (EGFP-L10a) from genetically defined cell populations (Heiman et al., 2008, 2014). While *Calcrl*-Cre and *Drd2*-Cre lines were previously reported to exhibit Cre activity in MCs (Gangarossa et al., 2012; Jinde et al., 2012), the *Calcrl*-Cre line shows limited specificity in double transgenic animals likely due to transient developmental Cre activity in CA3 pyramidal cells. In contrast, the *Drd2*-Cre line exhibits robust Cre recombinase activity in MCs of the DG while also labeling a minor subset of other *Drd2*-expressing hippocampal cell populations (Gangarossa et al., 2012; Puighermanal et al., 2015). Accordingly, we generated *Drd2*-Cre;Eef1a1^LSL.EGFP-L10a/+^ (MC-enriched TRAP) mice to isolate ribosome-bound mRNAs from these MC-enriched populations via the EGFP-tagged ribosomal L10a subunit (Fig. 1*A*).

**Figure 1.**
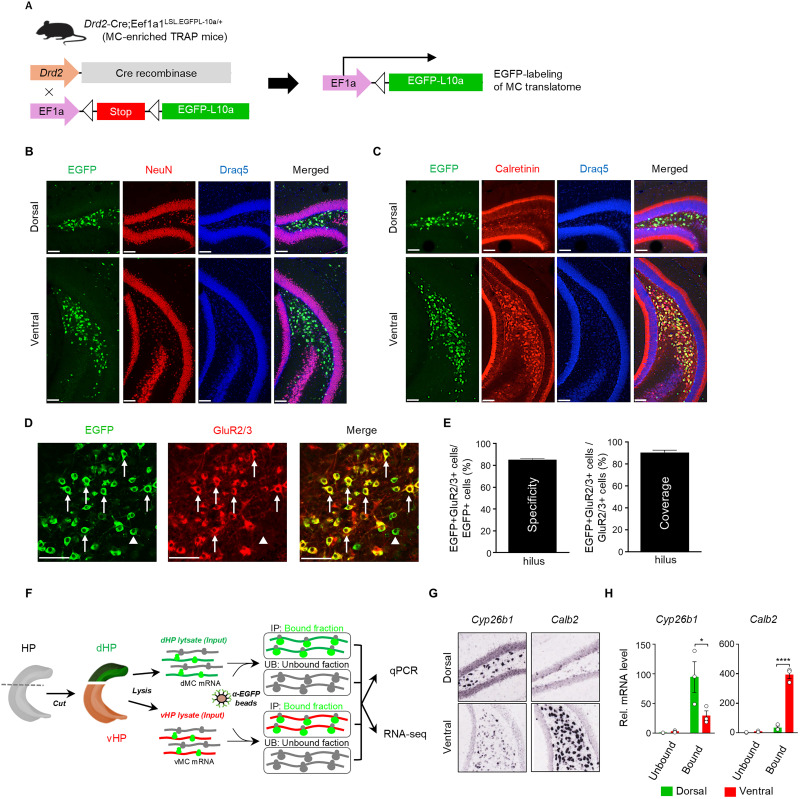
TRAP-based isolation of Drd2-expressing, MC-enriched population in the hippocampus. ***A***, Schematic of the genetic strategy. *Drd2*-Cre mice were crossed with Cre-dependent EGFP-L10a reporter mice to generate TRAP mice (*Drd2*-Cre;Eef1a1^LSL.EGFP-L10a/+^), enabling MC-specific expression of EGFP-tagged ribosomes. ***B, C***, Confocal images showing EGFP-L10a expression in the hilus along the dorsoventral axis of the DG. EGFP-L10a expressing neurons were colocalized with NeuN (neuronal marker) (***B***) and calretinin (ventral MC marker; ***C***). Scale bar, 100 µm. ***D***, Confocal images showing EGFP-L10a expressing neurons colocalized with GluR2/3 (pan-MC marker). Scale bar, 50 µm. ***E***, Quantification of specificity and coverage in EGFP-L10a expressing neurons colabeled with GluR2/3 MC marker along the dorsoventral axis of the DG. (*N* = 4–5, sections; *n* = 3, mice). ***F***, Schematic of the TRAP workflow. Dorsal and ventral hippocampal regions were microdissected and lysates were processed using anti-EGFP magnetic beads to isolate ribosome-bound mRNAs from MCs. ***G***, ABA-ISH images showing regional enrichment of dorsal (*Cyp26b1*) and ventral (*Calb2*) MC marker genes in the mouse hippocampus. For the dorsal enriched gene, *Cyp26b1*, experiment number, 79,568,022; probe, RP_071204_02_A12— coronal; sections, 24/47 (dorsal) and 31/47 (ventral). For the ventral enriched gene, *Calb2*, experiment number, 79,556,662; probe, RP_071204_01_B06—coronal, section, 29/59 (dorsal) and 38/59 (ventral). Scale bar, 100 µm. ***H***, qPCR analysis of TRAP (ribosome-bound) versus unbound mRNA samples from dorsal and ventral regions, validating dorsal enrichment of *Cyp26b1* and ventral enrichment of *Calb2* (*n* = 3, pooled hippocampal tissues). Two-way ANOVA revealed significant differences for *Cyp26b1* (unbound vs bound, *F*_(1,8)_ = 19.61; *p* = 0.0022; dorsoventral axis, *F*_(1,8)_ = 5.339; *p* = 0.0496; interaction, *F*_(1,8)_ = 6.048; *p* = 0.0394) and *Calb2* (unbound vs bound, *F*_(1,8)_ = 508.5; *p* < 0.0001; dorsoventral axis, *F*_(1,8)_ = 159.4; *p* < 0.0001; interaction, *F*_(1,8)_ = 147.3; *p* < 0.0001). Post hoc analysis was performed using Tukey's multiple-comparison test (∗*p* < 0.05; ∗∗∗∗*p* < 0.0001). See also Extended Data Figures 1-1–1-4.

In MC-enriched TRAP mice, EGFP-L10a expression was observed predominantly in the dentate hilar region along the entire dorsoventral axis (Fig. 1*B*). Immunostaining confirmed that EGFP-L10a expression colocalized with calretinin (*Calb2*), a known marker primarily expressed in ventral MCs (Fig. 1*C*; Fujise et al., 1997). However, as calretinin does not label all MCs (especially in the dorsal region) and the hilus contains other cell types, we further verified MC specificity across the entire dorsoventral axis. Immunostaining for GluR2/3, a well-established MC marker (Leranth et al., 1996), across the dorsoventral axis of the DG (Extended Data Fig. 1-1) revealed high specificity (85 ± 1.9% of EGFP-L10a–expressing neurons were GluR2/3-positive) and substantial MC coverage (90 ± 3.7% of GluR2/3-positive MCs were labeled by EGFP-L10a; Fig. 1*D*,*E*). We quantified the distribution of EGFP-L10a–expressing neurons across the entire hippocampal formation. However, EGFP-L10a signal was also observed in sparse GABAergic interneurons at other CA subregions, as well as in the neurons within the ventral subiculum (Extended Data Fig. 1-2*A*), which reproduce the known expression profile of *Drd2*-Cre mice (Puighermanal et al., 2015; Extended Data Fig. 1-2*D*,*E*). Furthermore, total fluorescence intensity analysis confirmed that the hilus accounted for a markedly higher EGFP-L10a signal (over 65%) compared with other regions (Extended Data Fig. 1-2*F*,*G*). While acknowledging the presence of off-target *Drd2*-expressing populations, our histological quantification demonstrates that the captured population is heavily enriched for MCs, validating the feasibility of characterizing these translational profiles using our TRAP approach.

10.1523/ENEURO.0236-25.2026.f1-1 Figure 1-1 Selective expression of EGFP-L10a in MCs across the dorsoventral axis of the DG in MC-enriched TRAP mice. (A) Representative horizontal sections from *Drd2*-TRAP mice show selective expression of the EGFP-L10 in MCs along the dorsoventral axis of the DG. Immunohistochemistry for GluR2/3 (red), a marker for MCs, confirms colocalization with EGFP-L10a in the hilar region. White dashed lines outline the hilus. Scale bars, 100 μm. Download Figure 1-1, TIF file.

10.1523/ENEURO.0236-25.2026.f1-2 Figure 1-2 EGFP-L10a expressions along the dorsoventral axis of the hippocampus of MC-enriched TRAP mice. (A) Representative fluorescence images showing the distribution of EGFP-L10a (green) and NeuN (red) in the dorsal (top row) and ventral (bottom row) hippocampus. In both regions, strong EGFP-L10a expression is observed in MCs in the hilus. Sparse expression is also detected in interneurons located in CA1 so, sr, and slm. (B and C) Single-cell EGFP-L10a fluorescent intensity in the dorsal (B) and ventral (C) hippocampal subregions. Fluorescent intensity was calculated as pixel area multiplied by intensity per cell. (D and E) Pie chart showing the proportional distribution of EGFP-L10a positive cell number across the dorsal (D) and ventral (E) hippocampal subregions. For the dorsal hippocampus. (F and G) Pie chart showing total EGFP-L10a fluorescent intensity in each hippocampal subregion of the dorsal (F) and ventral (G) hippocampus. CA1–3, Cornu Ammonis areas; DG, dentate gyrus; GCL, granule cell layer; hil, hilus; mo, molecular layer; slm, stratum lacunosum-moleculare; sr, stratum radiatum; so, stratum oriens; DS, dorsal subiculum; VS, ventral subiculum. Scale bars, 100 µm. Download Figure 1-2, TIF file.

10.1523/ENEURO.0236-25.2026.f1-3 Figure 1-3 Anatomical validation of ventral subiculum microdissection. (A) Schematic illustration of hippocampal anatomy showing the location of the subiculum relative to adjacent hippocampal subregions. (B) Representative image of microdissection of the ventral subiculum from the hippocampus performed under a dissecting microscope. The ventral subiculum was anatomically identified and carefully isolated to minimize contamination from adjacent hippocampal regions. (C) Representative longitudinal hippocampal sections along the dorsoventral axis. dHIP, dorsal hippocampus; vHIP, ventral hippocampus; CA1–3, Cornu Ammonis areas; DG, dentate gyrus; Sub, Subiculum; DS, dorsal subiculum; VS, ventral subiculum; PrS, presubiculum. Scale bars, 200 µm. Download Figure 1-3, TIF file.

10.1523/ENEURO.0236-25.2026.f1-4 Figure 1-4 Histological validation of *Cyp26b1* gene as a dorsal MC marker. (A) Representative images showing selective expression of *Cyp26b1* gene in MCs along the dorsoventral axis of the DG. *In situ* hybridization (ISH) for *Cyp26b1* mRNA (green) was combined with immunohistochemistry for the MC marker Satb1 protein (red) in the dorsal and ventral hippocampus. Arrowheads indicate *Cyp26b1 ISH* signals colocalized with Satb1 immunoreactivity in the hilus (outlined by white dashed lines). (B and C) Quantification of MC specificity (B) and coverage (C) of *Cyp26b1*expressing neurons colocalized with Satb1 along the dorsoventral axis of the DG (n = 3 mice). (Unpaired two-tailed Student’s t-test, ***p < 0.001). (C) Quantification of individual *Cyp26b1* fluorescent intensity in the dorsal and ventral DG (Unpaired two-tailed Student’s t-test, ***p < 0.0001). Cells were identified and quantified using threshold-based detection of fluorescent signals. Fluorescent intensity was calculated as the product of the pixel area and mean intensity per cell. Scale bars, 100 µm. Download Figure 1-4, TIF file.

Dorsal and ventral MCs exhibit distinct axonal projection patterns along the dorsoventral axis, which closely correspond to calretinin-negative and calretinin-positive MC populations, respectively (Botterill et al., 2021; Houser et al., 2021; Jeong et al., 2024b). Consistent with this distinction, calretinin expression exhibits a discrete distribution pattern along the dorsoventral axis. It is absent in the dorsal one-third of the DG, followed by a narrow zone with intermingled calretinin-negative and calretinin-positive expression and is robustly expressed in the ventral two-thirds (Jeong et al., 2024b). This anatomical and molecular boundary provides a reliable criterion for defining dorsal and ventral MC subpopulations. Based on this, we microdissected the hippocampi of TRAP mice into dorsal (one-third) and ventral (two-thirds) segments while carefully excluding with the ventral subiculum (Extended Data Fig. 1-3). Then, EGFP-L10a-bound polysomes were then immunoprecipitated from these dorsal and ventral homogenates using anti-EGFP antibodies (Fig. 1*F*). To confirm MC transcript enrichment and dorsal/ventral profile separation, we first verified distinct dorsal and ventral MC markers. *Calb2*, a well-characterized ventral MC marker, was used directly, whereas *Cyp26b1* has been reported as a putative dorsal MC marker (Hochgerner et al., 2018). We further validated its MC specificity using ISH for *Cyp26b1* combined with Satb1 immunohistochemistry, a known MC marker (Mundrucz et al., 2023). The majority of *Cyp26b1* expressing neurons colocalized with Satb1 and were significantly enriched in dorsal MCs (Extended Data Fig. 1-4). Using these dorsal and ventral MC markers, we performed qPCR on both the immunoprecipitated (ribosome-bound) and supernatant (ribosome-unbound) fractions. The qPCR analysis showed significant enrichment of both markers in the ribosome-bound fraction compared with the unbound fraction (Fig. 1*G*,*H*). Specifically, the dorsal-bound samples showed enrichment for *Cyp26b1*, while the ventral-bound samples were enriched for *Calb2*, whose expression patterns were also confirmed from the ABA-ISH database (Fig. 1*G*,*H*). These findings validate that our TRAP procedure successfully enriches for actively translating MC transcripts and effectively captures distinct molecular profiles of dorsal and ventral MC subpopulations.

### Differential gene expressions between dorsal and ventral populations

High-throughput RNA sequencing of TRAP-enriched MC translatome from dorsal and ventral hippocampal regions defined their molecular profiles (Fig. 1*F*). 

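The sequenced libraries were 5 dorsal and 5 ventral TRAP precipitates, each from the pooled hippocampal tissue of 5 mice that express the EGFP-tagged ribosomal protein L10a in Drd2-Cre cells, so that a replicate is a pool and not a mouse. The authors amplified the precipitated RNA, sequenced paired ends of 50 bp, aligned the reads to the mouse genome build GRCm38 with STAR and counted read pairs per Ensembl gene with HTSeq-count. The deposited values are these whole-number counts, without normalization. Counts on genes ranged from 11138676 to 16779821 in dorsal libraries (median 13784597) and from 11618625 to 20594364 in ventral libraries (median 15206186), a difference within the spread of the replicates (exact permutation test, two-sided p = 0.421). At these depths 3 counts correspond to 0.146 to 0.269 CPM, which are counts scaled to the size of the library. HTSeq-count also reports the read pairs assigned to no counted feature, here called read pairs outside annotated genes. They may include reads in the introns of genes, as the paper does not state which feature was counted. Their share was 27.0 ± 5.09% of read pairs in dorsal and 14.4 ± 3.00% in ventral libraries (SD, n = 5 each, exact permutation test, two-sided p = 0.00794, the smallest that 5 against 5 libraries allow), and the 2 groups did not overlap. The messenger RNAs encoded by the mitochondrial genome took 2975 ± 305 CPM in dorsal and 784 ± 296 CPM in ventral libraries (SD, n = 5 each, same exact permutation p). From the deposited counts, normalization factors were computed with edgeR's TMM method, genes with CPM above 1 in at least 2 libraries were kept (16806 genes), and each gene was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. As in the paper's methods, a gene was called at an adjusted p below 0.05 and an absolute log2 fold change above 0.58. The fold change for this threshold was the log2 ratio of the mean CPM plus 1, as in the paper's supplementary lists, while single-gene values below are edgeR's log2 fold changes of dorsal over ventral with their standard errors.

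**Figure D1:**
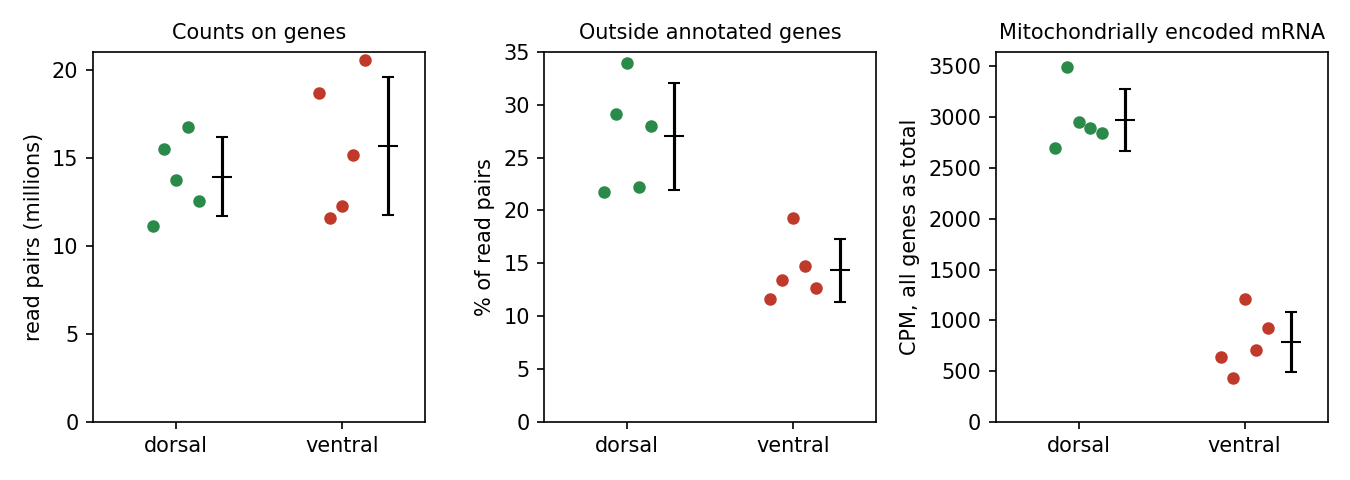
Counts on genes (read pairs), share of read pairs outside annotated genes (assigned to no counted feature) in percent, and CPM of mitochondrially encoded messenger RNA for the 5 dorsal (green) and 5 ventral (red) libraries. Each point is a library and the bar beside the points is the mean ± SD; the groups overlap in counts on genes and are separate in the other 2 measures.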

Next, using the edgeR pipeline with a stringent FDR criterion (FDR-adjusted *p* value <0.05), we identified DEGs between the dorsal and ventral TRAP samples. This analysis revealed 1,442 genes significantly enriched in dorsal samples and 1,337 genes in ventral samples, highlighting distinct translatomic profiles in these subpopulations (Fig. 2*A*). 

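In the deposited counts, 2636 genes were called dorsal-enriched and 1655 ventral-enriched among the 16806 tested by edgeR's quasi-likelihood test. Of these, 1296 dorsal-enriched and 951 ventral-enriched genes had no overlap in CPM between the 5 dorsal and the 5 ventral libraries, a pattern found in 3054 of all tested genes and given by chance to 0.794% of genes. Protein-coding genes numbered 13549 of those tested, with 1540 dorsal-enriched and 1397 ventral-enriched. The remaining 3257 genes of other biotypes, mostly noncoding RNAs and pseudogenes, contributed 1096 dorsal-enriched and 258 ventral-enriched genes. Of the 1442 dorsal-enriched genes in the paper's supplementary list, 1423 were called dorsal-enriched here, and of the 1335 ventral-enriched genes read from that list, 1311 were called ventral-enriched. The direction was the same for every gene of both lists. Dorsal and ventral samples share replicate numbers, so the model was also fitted with the replicate number as a block, which gave 2656 dorsal-enriched and 1674 ventral-enriched genes, 2496 and 1533 of them shared with the model without the block. The deviations of same-numbered libraries from their group means had a mean correlation across genes of 0.019, against -0.0023 for libraries with different numbers. Among the alternatives fixed before the data were examined, an adjusted p below 0.01 in place of 0.05 lowered the numbers most, to 1498 and 897. From the genes enriched on each side, the paper describes distinct translatomic profiles of the dorsal and ventral subpopulations.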

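Over the 16806 expressed genes, which were not chosen for differing between the groups, the Pearson correlation of log2(CPM + 1) averaged 0.965 between pairs of dorsal libraries and 0.970 between pairs of ventral libraries. Between a dorsal and a ventral library it averaged 0.940, with a range of 0.927 to 0.951. The mean correlation within groups exceeded that between groups by 0.0273, more than in any other split of the 10 libraries into 5 and 5 (exact permutation test, one-sided p = 0.00794, the smallest this design allows). These correlations are across genes, which are not independent replicates, and the test therefore permuted the libraries. Average-linkage clustering on 1 minus the correlation, divided into 2 clusters, returned the 5 dorsal and the 5 ventral libraries. The first principal component carried 40.4% of the variance and separated the groups, and the second carried 16.6%. With each same-numbered pair centred on its own mean, only 16 splits of the libraries remain, and the actual one was the most separated of them (difference 0.968, exact permutation p = 0.0625, again the smallest possible). Centring makes the 2 libraries of a pair mirror images, so 0.968 is not comparable with 0.0273.

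**Figure D2:**
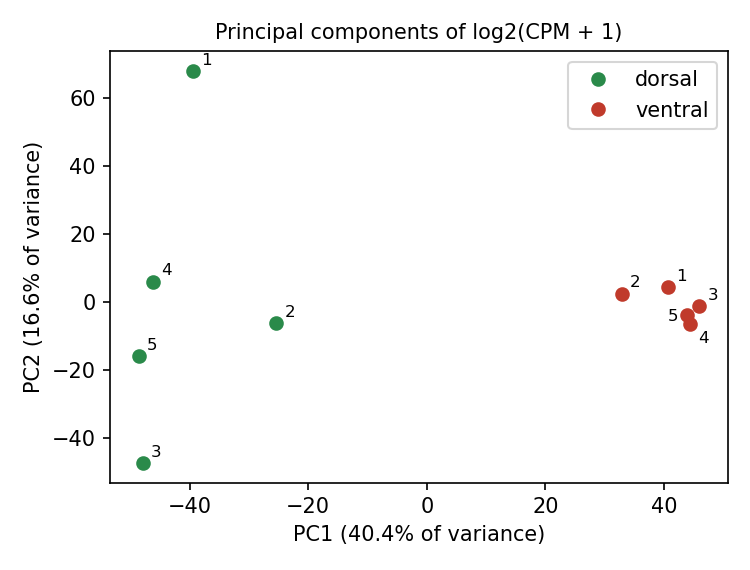
First and second principal components of log2(CPM + 1) over the expressed genes, with the share of variance on each axis; each point is a library, labelled with its replicate number, dorsal in green and ventral in red. The 5 dorsal and the 5 ventral libraries occupy separate ranges of the first component.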

Multidimensional scaling (MDS) and hierarchical clustering based on the identified DEGs further confirmed clear separation and robust clustering of the dorsal versus ventral TRAP samples, demonstrating reproducibility across biological replicates (Fig. 2*B*,*C*).

**Figure 2.**
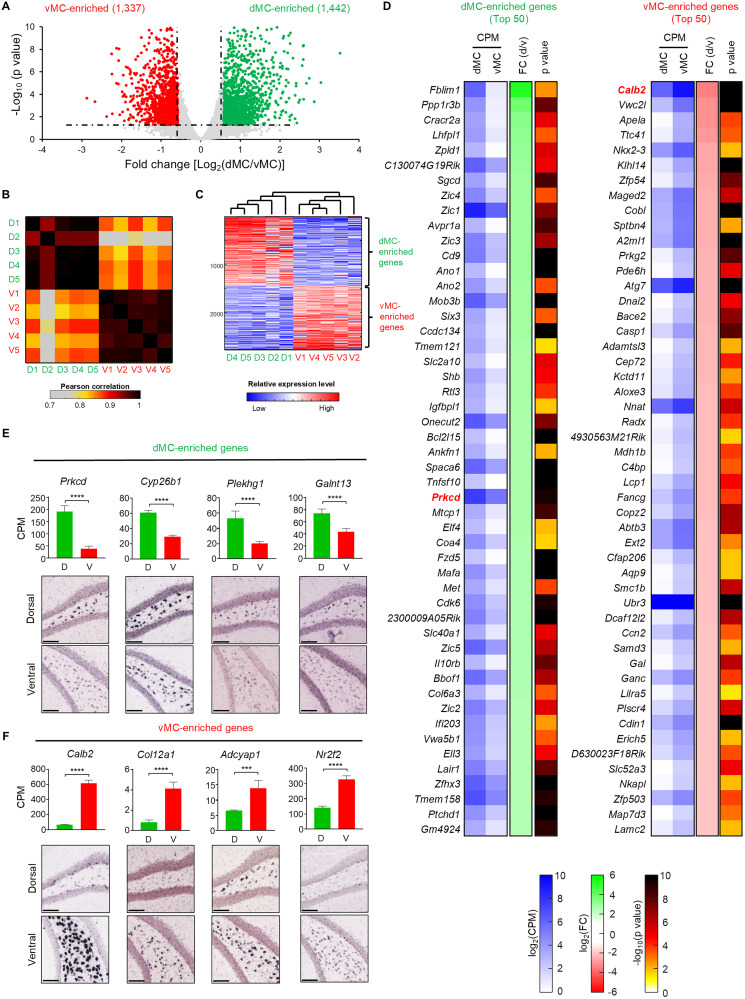
*Drd2*-driven translatomic profiling reveals DEGs between dorsal and ventral MC-enriched populations. ***A***, Volcano plot displaying DEGs between dorsal and ventral MC-enriched samples (the dash line indicates cutoff: FDR-adjusted *p* value <0.05, |log_2_FC| > 0.58). Genes enriched in each subpopulation were plotted in green or red dots, as indicated. ***B***, MDS plot showing distinct clustering of TRAP-based translatome from five dorsal and five ventral fractions groups (*n* = 5 mice per assay), indicating clear segregation based on gene expression profiles. ***C***, Heatmap of DEGs between dorsal and ventral MC-enriched samples, generated via hierarchical clustering samples based on normalized expression values. ***D***, Heatmap showing the top 50 DEGs with the highest expression enrichment in dorsal (left) and ventral (right) MC-enriched samples. ***E, F***, ABA-ISH images showing DEGs enriched in the dorsal or ventral hilus. Representative dorsal enriched genes: *Prkcd*, *Cyp26b1*, *Plekhg1*, and *Galnt13* (***E***). Representative ventral enriched genes: *Calb2*, *Col12a1*, *Adcyap1*, and *Nr2f2* (***E***). (FDR-adjusted *p < 0.05; ***p < 0.001; ****p < 0.0001.) For the dorsal enriched genes, *Prkcd*, experiment number, 70,301,274; probe, RP_050309_02_B09, coronal, sections, 54/114 (dorsal) and 68/115 (ventral); *Cyp26b1*, experiment number, 79,568,022; probe, RP_071204_02_A12, coronal, sections, 24/47 (dorsal) and 30/47 (ventral); *Plekhg1*, experiment number, 71,670,687; probe, RP_050505_04_G05, coronal; sections, 23/58 (dorsal) and 35/58 (ventral); *Galnt13*, experiment number, 72,472,803; probe, RP_051101_02_F07, coronal; sections, 20/49 (dorsal) and 26/49 (ventral). For the ventral enriched genes, *Calb2*, experiment number, 79,556,662; probe, RP_071204_01_B06, coronal; section, 29/59 (dorsal) and 38/59 (ventral); *Col12a1*, experiment, 73,817,431; probe, RP_051101_01_A06, coronal, sections, 54/115 (dorsal) and 67/115 (ventral); *Adcyap1*, experiment, 74,511,882; probe, RP_051121_04_A03, coronal, sections, 57/119 (dorsal) and 70/119 (ventral); *Nr2f2*, experiment, 112,646,890; probe, RP_110407_01_A05, coronal, sections, 22/50 (dorsal) and 29/50 (ventral). Scale bar, 100 µm. See also Extended Data Figures 2-1 and 2-2.

10.1523/ENEURO.0236-25.2026.f2-1 Figure 2-1 Quantitative TRAP-seq validation of ventral subiculum marker genes. (A) Representative *in situ* hybridization images showing expression patterns of ventral subiculum marker genes (Grp, Dlk1, Gpc3) in the dorsal and ventral hippocampus. (B) Quantification of marker gene expression in dorsal (green) and ventral (red) TRAP-seq datasets. 

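Grp, Dlk1 and Gpc3, which mark the ventral subiculum, were measured at low levels in the TRAP libraries. Grp had 1.18 ± 0.639 CPM in dorsal and 2.14 ± 0.461 CPM in ventral libraries (SD, n = 5 each). Its log2 fold change was -0.79 (standard error 0.41, edgeR adjusted p = 0.146, quasi-likelihood test). The level of Dlk1 was 1.51 ± 0.880 CPM in dorsal and 1.19 ± 1.63 CPM in ventral libraries (log2 fold change 0.57, standard error 0.72, edgeR adjusted p = 0.569). Its ventral mean rested largely on replicate 2, at 4.05 CPM. With each library left out in turn, the log2 fold change of Dlk1 ran from 0.18 to 1.60. Dlk1 was not called in any alternative, and its lowest adjusted p there (edgeR or DESeq2) was 0.0563. For Gpc3, which lies on chromosome X from 52272426 to 52613950 of GRCm38, the libraries gave 5.17 ± 1.36 CPM in dorsal and 1.87 ± 1.38 CPM in ventral libraries (log2 fold change 1.36, standard error 0.42, edgeR adjusted p = 0.0226), which passed both thresholds for a dorsal-enriched gene. That call did not hold with edgeR's likelihood-ratio test (adjusted p = 0.0593), with edgeR's exact test (adjusted p = 0.0646), with the replicate number as a block in edgeR (adjusted p = 0.0523, and 0.0609 with correction for GC content and length as well), without dorsal replicate 3, whose 7.56 CPM was the highest value (edgeR adjusted p = 0.058), or without ventral replicate 5 (edgeR adjusted p = 0.0606). At these levels a library holds few counts per gene, 8 for Dlk1 in ventral replicate 1 for example, so that moderate differences could not be resolved.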

Notably, transcript levels of these ventral subiculum markers are detected low in both dorsal or ventral TRAP-seq datasets and even *Gpc3* seems de enriched in ventral dataset as compared to dorsal one (FDR-adjusted p > 0.05). Grp, experiment: 1363, probe: RP_Baylor_103371 – coronal, sections: 29/55 (dorsal) and 35/55 (ventral); Dlk1, experiment: 71587885, probe: RP_050725_03_A10 – coronal, sections: 56/117 (dorsal) and 71/117 (ventral); Gpc3, experiment: 71020431, probe: RP_050329_01_C10 – coronal, sections: 51/111 (dorsal) and 65/111 (ventral). PoDG, polymorphic layer of the dentate gyrus; DS, dorsal subiculum; VS, ventral subiculum; DG, dentate gyrus; CA1–3, Cornu Ammonis areas. Scale bars, 600 µm. Download Figure 2-1, TIF file.

10.1523/ENEURO.0236-25.2026.f2-2 Figure 2-2 Comparable expressions of GABAergic interneuron markers between dorsal and ventral MC-enriched populations (A) Volcano plot showing that GABAergic interneuron marker genes are not significantly enrichment between dorsal and ventral MC-enriched samples. Red and green dots represent genes enriched in ventral and dorsal MC-enriched samples, respectively, while gray dots indicate non-differentially expressed genes. Blue labels highlight GABAergic interneuron markers (*Gad1*, *Gad2*, and *Slc32a1*), which showed no significant differences between dorsal and ventral MC-enriched samples. Download Figure 2-2, TIF file.

Crucially, TRAP-seq analysis revealed no significant enrichment of ventral subiculum-specific markers (Cembrowski et al., 2018) in dataset (Extended Data Fig. 2-1), indicating minimal contamination from ventral subiculum tissue during microdissection. 

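A wider set of 9 subiculum markers, not including Grp, Dlk1 and Gpc3, had a median log2 fold change of -0.0021 (camera adjusted p = 0.548, and 0.532 with the replicate number as a block). Of the 9 markers, 2 were called dorsal-enriched and 2 ventral-enriched by edgeR. The median was close to 0, and its sign changed between normalizations. This competitive test compares the set with all other expressed genes of the same libraries, and the libraries hold no sample of subiculum tissue against which a contribution could be measured. When the p-values were adjusted over the 69 genes named in the paper alone, edgeR's adjusted p was 0.0797 for Grp, 0.462 for Dlk1 and 0.00699 for Gpc3. Of these genes, 61 had an adjusted p below 0.05 in this way and 57 with adjustment over all genes tested; many of them are the paper's own calls on these data, so this shows no stability.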

We also performed an internal comparative analysis to assess potential contamination bias from off-target hippocampal GABAergic neurons. Canonical interneuron markers (*Gad1*, *Gad2*, *Slc32a1*) showed comparable expression levels between dorsal and ventral samples (Extended Data Fig. 2-2), demonstrating that off-target GABAergic interneuron-derived signals were balanced across samples and did not drive the observed dorsoventral differences.

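Gad2, which encodes a glutamate decarboxylase, had 2853 ± 453 CPM in dorsal and 3174 ± 407 CPM in ventral libraries (SD, n = 5 each). This gave a log2 fold change of -0.15 (standard error 0.12, edgeR adjusted p = 0.324, quasi-likelihood test). Gad2 ranked 15 by mean CPM among all expressed genes. Gad1 measured 257 ± 43.8 CPM in dorsal and 355 ± 35.4 CPM in ventral libraries (log2 fold change -0.46, standard error 0.12, edgeR adjusted p = 0.0103), which passed the threshold on the adjusted p and not that on the fold change. The vesicular GABA transporter gene Slc32a1 reached 51.5 ± 4.91 CPM in dorsal and 54.4 ± 8.93 CPM in ventral libraries (log2 fold change -0.062, standard error 0.13, edgeR adjusted p = 0.748). Since 24.9% of the exonic length of Slc32a1 is shared with another annotated gene, its count is uncertain, and after correction for GC content and length its log2 fold change was 0.18 (edgeR adjusted p = 0.37). The ratio of Gad2 to Slc17a7, the vesicular glutamate transporter 1 gene, was chosen after its values were seen and was 14.1 ± 4.19 in dorsal and 18.6 ± 4.06 in ventral libraries (SD, n = 5 each, exact permutation test, two-sided p = 0.103). A set of 15 interneuron markers had a median log2 fold change of -0.29 (camera adjusted p = 0.0286, and 0.0489 with the replicate number as a block), with 12 members lower and 3 higher in dorsal libraries. Other splits of the 10 libraries into 5 and 5 were also tested. Of those that part dorsal and ventral libraries only 3 to 2, 19 of the 79 gave a camera p as small for this set, so its shift is within what other groupings of these libraries give. Of single interneuron genes, Sst (log2 fold change -0.66, standard error 0.11, edgeR adjusted p = 0.000986) and Pvalb (log2 fold change -0.63, standard error 0.14, edgeR adjusted p = 0.00481) were ventral-enriched, and Vip (log2 fold change -0.29, standard error 0.35, edgeR adjusted p = 0.542) was not called. After correction for GC content and length, the log2 fold changes were -0.32 for Sst (edgeR adjusted p = 0.0871) and -0.54 for Pvalb (edgeR adjusted p = 0.00797), and neither gene was called. Of 24 alternatives, 4 left Sst and 12 left Pvalb uncalled.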

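Fblim1 (ENSMUSG00000006219), on chromosome 4 from 141576062 to 141606096 of GRCm38, measured 2.16, 0.650, 315, 2.16 and 1.41 CPM in dorsal replicates 1 to 5 and 1.05, 1.14, 1.27, 0.253 and 0.236 CPM in ventral replicates 1 to 5. The log2 fold change of 6.49 (standard error 1.83, adjusted p = 0.0138 in edgeR's quasi-likelihood test) rested on dorsal replicate 3. Without that library the log2 fold change was 1.13 (standard error 0.57, edgeR adjusted p = 0.145), while leaving out each other library in turn kept the call. Calb2 (ENSMUSG00000003657), on chromosome 8 from 110137502 to 110168210, had 65.2 ± 9.32 CPM in dorsal and 616 ± 94.6 CPM in ventral libraries (SD, n = 5 each), a difference many times the spread between replicates (log2 fold change -3.24, standard error 0.14, edgeR adjusted p = 1.06e-08). Every ventral library exceeded every dorsal library, with 529 to 726 CPM against 49.7 to 73.9 CPM. Leaving out each library in turn kept the log2 fold change of Calb2 within -3.30 to -3.15.

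**Figure D3:**
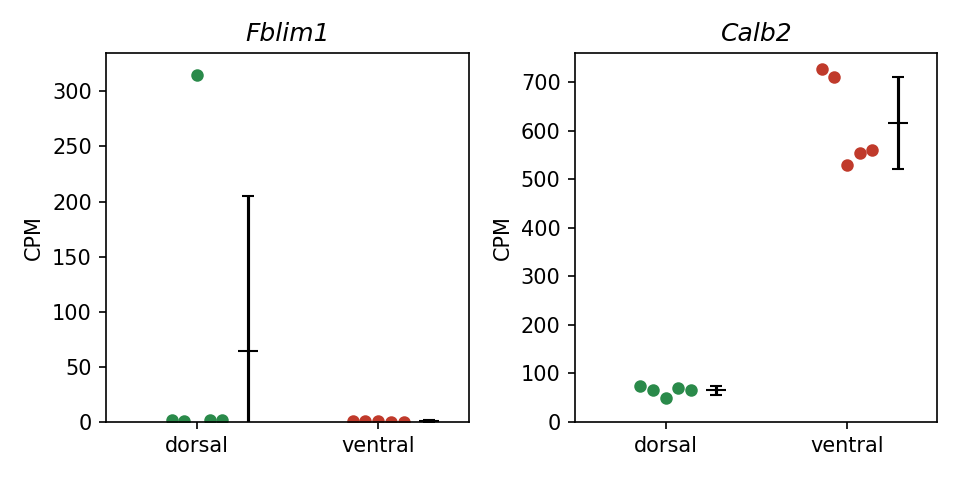
CPM of Fblim1 and Calb2 in the 5 dorsal (green) and 5 ventral (red) libraries, with the mean ± SD beside the points. For Fblim1, dorsal replicate 3 lies at 315 CPM, far above the other 9 libraries; for Calb2, the 2 groups do not overlap.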

Top-ranked DEGs included *Fblim1* (encoding the focal adhesion-associated adaptor protein Migfilin), which was enriched in dorsal MCs, and *Calb2* (encoding the calcium-binding protein calretinin), which is consistent with its known ventral MC preference (Fig. 2*D*). To validate these differential expression patterns, we cross-validated DEGs with ABA-ISH images. We manually examined ISH signals for genes exhibiting hilar-specific and dorsoventral differential expression based on visual inspection. We found that dorsal enriched genes (*Prkcd*, *Cyp26b1*, *Plekhg1*, and *Galnt13*) showed stronger signals in the dorsal hilus (Fig. 2*E*), whereas ventral enriched genes (*Calb2*, *Col12a1*, *Adcyap1*, and *Nr2f2*) displayed higher expression in the ventral hilus (Fig. 2*F*). 

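The in situ hybridization signals were not analysed here; the TRAP counts of the same genes were as follows. Prkcd, on chromosome 14 from 30595354 to 30626210 of GRCm38, had 191 ± 54.0 CPM in dorsal and 38.8 ± 22.5 CPM in ventral libraries (SD, n = 5 each). The difference was a log2 fold change of 2.33 (standard error 0.30, edgeR adjusted p = 0.000141, quasi-likelihood test). Cyp26b1, on chromosome 6 from 84571414 to 84593908, had 60.5 ± 7.43 CPM in dorsal and 28.9 ± 5.30 CPM in ventral libraries (log2 fold change 1.05, standard error 0.15, edgeR adjusted p = 0.00025). Plekhg1, on chromosome 10 from 3740364 to 3967303, measured 52.9 ± 22.1 CPM in dorsal and 20.0 ± 6.54 CPM in ventral libraries (log2 fold change 1.36, standard error 0.28, edgeR adjusted p = 0.00286). The difference was smallest for Galnt13, on chromosome 2 from 54436317 to 55118309, with 73.9 ± 16.1 CPM in dorsal and 43.1 ± 12.5 CPM in ventral libraries (log2 fold change 0.78, standard error 0.20, edgeR adjusted p = 0.00922). After correction for GC content and length it was no longer called (log2 fold change 0.19, edgeR adjusted p = 0.439). Among the ventral-enriched genes other than Calb2, Nr2f2 (chromosome 7 from 70351944 to 70366735) reached 141 ± 23.5 CPM in dorsal and 326 ± 54.9 CPM in ventral libraries (log2 fold change -1.22, standard error 0.14, edgeR adjusted p = 6.45e-05). In the annotation, 7.46% of its exonic length is shared with another annotated gene. Adcyap1 (chromosome 17 from 93199017 to 93206537) had 6.48 ± 0.646 CPM in dorsal and 13.8 ± 5.87 CPM in ventral libraries (log2 fold change -1.13, standard error 0.30, edgeR adjusted p = 0.0108). Col12a1 (chromosome 9 from 79598991 to 79718831), the least abundant of the 8, had 0.763 ± 0.558 CPM in dorsal and 4.11 ± 1.46 CPM in ventral libraries (log2 fold change -2.38, standard error 0.45, edgeR adjusted p = 0.00128). For Prkcd, Cyp26b1, Plekhg1, Nr2f2 and Col12a1 the 2 groups of libraries did not overlap. Of the genes on which the paper's other experiments rest, Satb1, its histological marker, had 270.0 ± 28.8 CPM in dorsal and 450.2 ± 33.2 CPM in ventral libraries (log2 fold change -0.74, standard error 0.096, edgeR adjusted p = 0.000151). Map2, the reference gene of its quantitative PCR, had 1148 ± 37.5 CPM in dorsal and 750.2 ± 67.3 CPM in ventral libraries (log2 fold change 0.61, standard error 0.082, edgeR adjusted p = 0.000179), and its call was lost with correction for GC content and length (log2 fold change 0.57). Drd2 had 28.1 ± 3.96 CPM in dorsal and 20.7 ± 4.36 CPM in ventral libraries (log2 fold change 0.45, standard error 0.17, edgeR adjusted p = 0.0517) and was not called. It was called with that correction (log2 fold change 0.63, edgeR adjusted p = 0.0108) and with the replicate block added to it (edgeR adjusted p = 0.022).

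**Figure D4:**
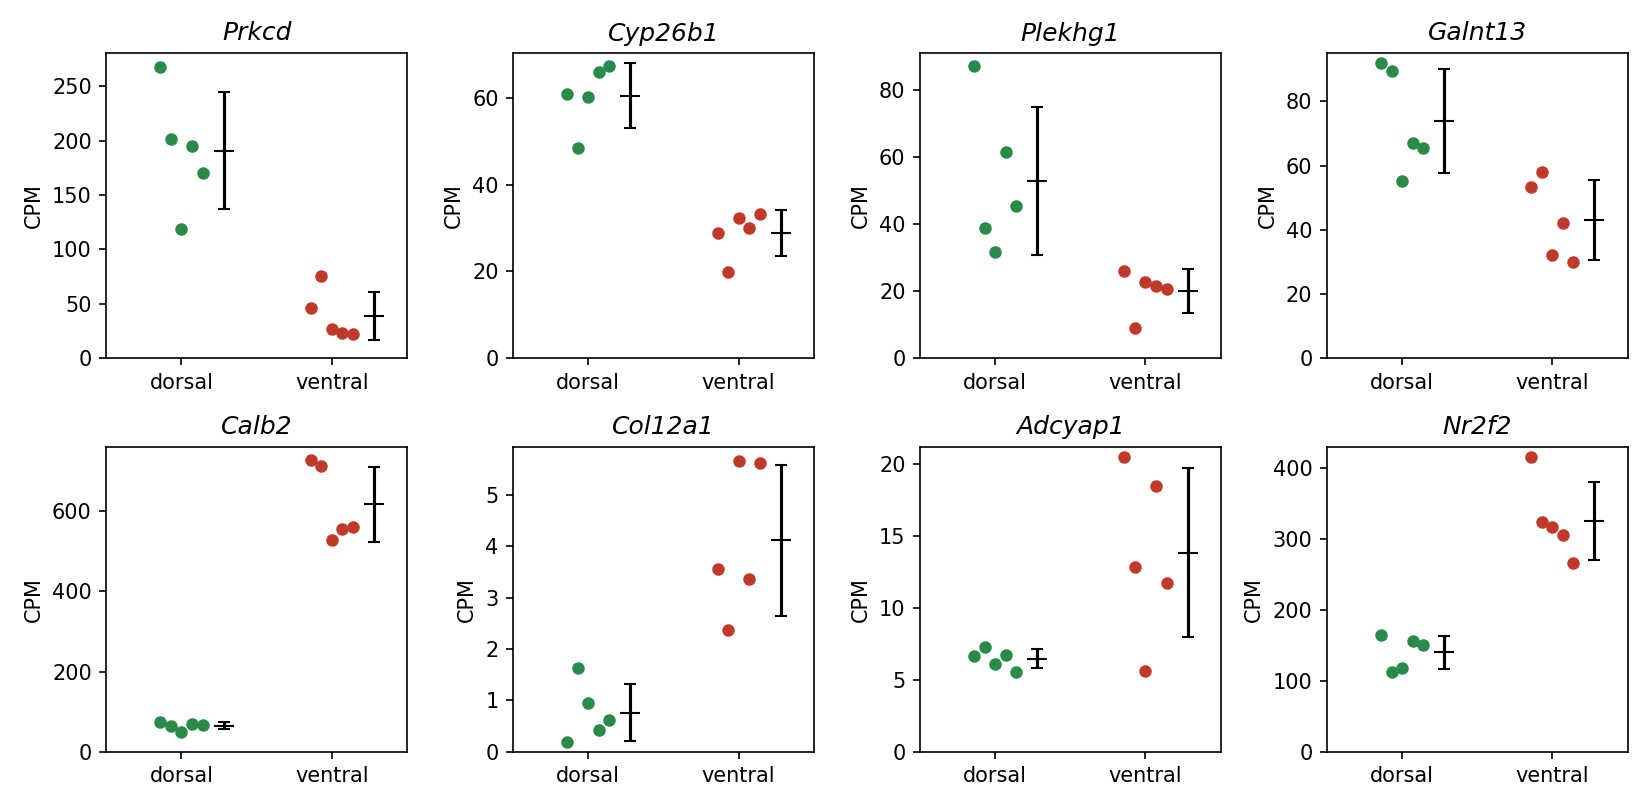
CPM of 4 dorsal-enriched genes (top) and 4 ventral-enriched genes (bottom) in the 5 dorsal (green) and 5 ventral (red) libraries, each point a library, with the mean ± SD beside the points and each axis starting at 0. The dorsal mean is the higher in the top panels and the ventral mean in the bottom panels.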

Among these, *Cyp26b1*, *Calb2*, and *Adcyap1* were consistent with previously reported MC markers (Fujise et al., 1997; Hochgerner et al., 2018; Zhang et al., 2021; Oh et al., 2026). Collectively, these analyses strongly suggest that dorsal and ventral MC subpopulations possess distinct molecular signatures.

### Distinct neurobiological properties along the dorsoventral axis

GO-based functional annotation analysis of DEG lists using the DAVID bioinformatics resource identified key biological processes in each MC subpopulation (Extended Data Fig. 3-1). 

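The annotation terms and their gene lists were not rerun here. Complete gene families were tested in their place with limma's camera, which asks whether the members of a family shift together relative to all other expressed genes, with Benjamini-Hochberg adjustment over 39 sets. The 28 expressed semaphorins and plexins had a median log2 fold change of 0.39 (camera adjusted p = 0.0287, and 0.0489 with the replicate number as a block); 5 were called dorsal-enriched and 0 ventral-enriched. The 18 members of the netrin, slit and Robo families had a median log2 fold change of 0.047 (camera adjusted p = 0.501, and 0.459 with the replicate number as a block). Among 77 cadherins and protocadherins, 14 were dorsal-enriched and 5 ventral-enriched, with a median log2 fold change of 0.047 (camera adjusted p = 0.427, and 0.485 with the replicate number as a block). The camera p-values run small in these libraries. Of 99 other splits of the 10 libraries into 5 and 5, 79 part dorsal and ventral samples only 3 to 2, and they still shifted a median of 5 sets at an adjusted p below 0.05, against 24 in the actual split. For semaphorins and plexins, 8 of the 79 gave a camera p as small.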

Based on the “Biological Process” and “Molecular Function” categories, dorsal enriched genes were predominantly associated with axonal guidance, cell adhesion, synapse assembly, and synaptic transmission. In contrast, ventral enriched genes showed higher representation in categories related to metabolic processes, proteasomal protein catabolism, and synaptic vesicle recycling (Fig. 3*A*,*B*). 

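The 45 expressed proteasome genes had a median log2 fold change of -0.58 (camera adjusted p = 5.27e-14, and 1.75e-12 with the replicate number as a block). Of these, 43 were lower in dorsal libraries, and 21 were called ventral-enriched and 0 dorsal-enriched. Of 76 mitochondrial ribosomal protein genes, 21 were ventral-enriched (median log2 fold change -0.46, camera adjusted p = 9.20e-11, and 2.10e-10 with the replicate number as a block). The 18 enzymes of the tricarboxylic acid cycle all lay lower in dorsal libraries (median log2 fold change -0.45, camera adjusted p = 2.95e-07, and 1.32e-06 with the replicate number as a block). Fatty acid beta-oxidation enzymes, 25 in number, included 8 ventral-enriched and 1 dorsal-enriched genes (median log2 fold change -0.58, camera adjusted p = 0.000529, and 0.00064 with the replicate number as a block). The family of synaptotagmins, syntaxins and SNARE regulators moved less, with 12 of 64 genes ventral-enriched and 5 dorsal-enriched (median log2 fold change -0.11, camera adjusted p = 0.00891, and 0.0102 with the replicate number as a block). With GC and length correction together with the block, its camera adjusted p was 0.0535. A camera p as small arose in 1 of the 100 splits for the proteasome, 4 of the 100 splits for mitochondrial ribosomal proteins and 2 of the 100 splits for the SNARE family, the actual one included.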

Analysis of the “Cellular Compartment” category further supported this dichotomy, where dorsal enriched genes were associated with the plasma membrane and synapse, while ventral enriched genes were linked to the mitochondrion and proteasome complex (Fig. 3*C*,*D*). To synthesize these findings, we reclassified the enriched GO terms and associated DEGs into functionally relevant groups: neuronal connectivity (axon guidance, cell adhesion, synapse assembly), synaptic transmission (neuroactive ligand–receptor interactions, ion channels), neuronal metabolism (glucose and fatty acid metabolism), and cellular processes (oxidative stress response, proteasome function, exocytosis; Fig. 3*E*,*F*). Individual genes within these functional categories were ranked by absolute fold enrichment between the subpopulations (Fig. 3*E*,*H*).

**Figure 3.**
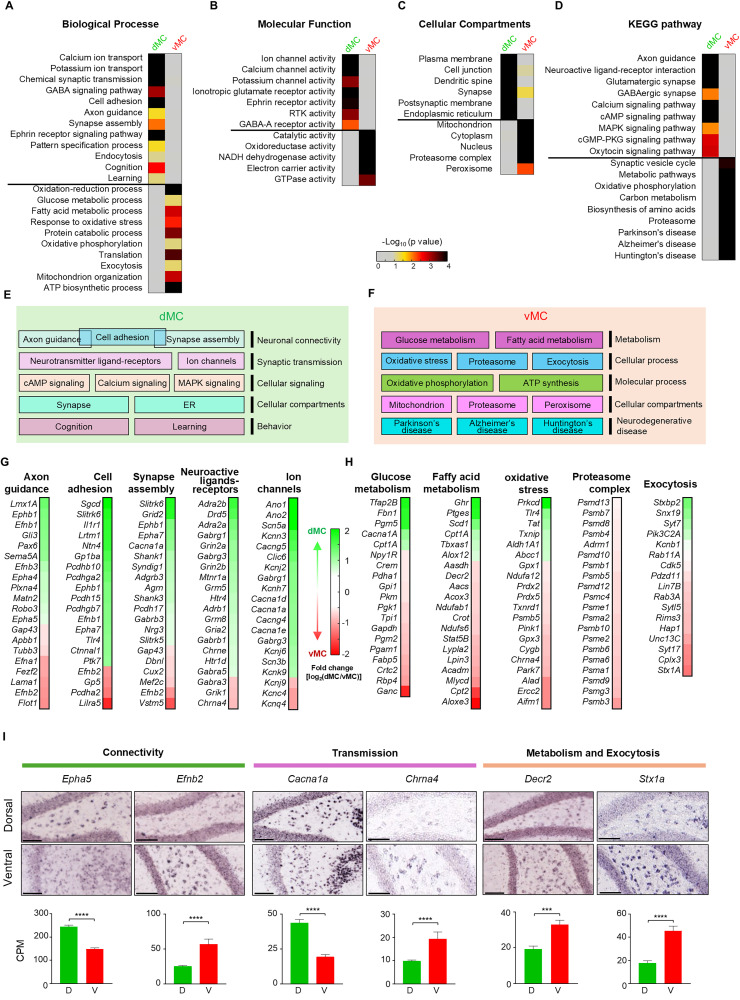
Distinct neurobiological properties between dorsal and ventral MC-enriched populations. ***A–D***, GO and KEGG pathway enrichment analyses of DEGs in dorsal and ventral MC-enriched populations. Functional categories include biological processes (***A***), molecular functions (***B***), cellular components (***C***), and signaling pathways (***D***). Significance was determined using Fisher's exact test (*p* < 0.05). ***E, F***, Graphical representations of dorsal MC- (***E***) or ventral MC-enriched (***F***) gene families with five layers of functional categories that organize neuronal properties. ***G*, *H***, Heatmaps showing the top 20 DEGs exhibiting the highest fold changes between dorsal (***G***) and ventral MC-enriched populations (***H***) in each functional category. ***I***, ABA-ISH images showing DEGs enriched in the dorsal or ventral hilus (FDR-adjusted *p < 0.05; ***p < 0.001; ****p < 0.0001). For the DEGs, *Epha5*, experiment, 71,587,625; probe, RP_050915_04_F05, sagittal, sections, 7/18 (dorsal) and 7/18 (ventral); *Efnb2*, experiment, 72,079,959; probe, RP_051017_03_B08, coronal, sections, 28/60 (dorsal) and 37/60 (ventral); *Cacna1a*, experiment, 79,761,029; RP_071204_04_A01, sagittal, sections, 13/18 (dorsal) and 13/18; *Chrna4*, experiment, 1,173; probe, RP_Baylor_102618, coronal, sections, 29/56 (dorsal) and 35/56 (ventral); *Decr2*, experiment, 71,924,363; probe, RP_050614_04_D05, coronal, sections, 27/57 (dorsal) and 35/57 (ventral); *Stx1a*, experiment, 2,645; probe, RP_Baylor_253979, coronal; sections, 30/56 (dorsal) and 36/56 (ventral). Scale bar, 100 µm. See also Extended Data Figure 3-1.

10.1523/ENEURO.0236-25.2026.f3-1 Figure 3-1 DEGs between dorsal and ventral MC-enriched populations and their functional enrichment analysis Download Figure 3-1, XLS file.

Beyond GO analysis, direct comparison with ABA-ISH images further validated differential expressions of specific genes (Fig. 3*I*). 

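Epha5, on chromosome 5 from 84054761 to 84417382 of GRCm38, had 244 ± 22.5 CPM in dorsal and 150.3 ± 13.3 CPM in ventral libraries (SD, n = 5 each). Between the groups the log2 fold change was 0.70 (standard error 0.10, edgeR adjusted p = 0.000289, quasi-likelihood test). After correction for GC content and length, its log2 fold change was 0.34 (edgeR adjusted p = 0.00961), below the threshold on the fold change. The ligand gene Efnb2, on chromosome 8 from 8617434 to 8661242, had 25.0 ± 2.96 CPM in dorsal and 56.7 ± 16.4 CPM in ventral libraries (log2 fold change -1.21, standard error 0.19, edgeR adjusted p = 0.000524). With each library left out in turn, the log2 fold change stayed within 0.66 to 0.75 for Epha5 and -1.31 to -1.03 for Efnb2.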

Notably, distinct axon guidance gene subsets, including Eph-ephrin family members such as *Epha5* and *Efnb2*, were differentially expressed between dorsal and ventral MCs. Furthermore, *Cacna1a*, encoding a subunit of voltage-dependent P/Q-type calcium channels, was enriched in dorsal MCs, while *Chrna4*, encoding a subunit of nicotinic acetylcholine receptors, was predominantly expressed in ventral MCs. 

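Cacna1a, on chromosome 8 from 84388440 to 84640246 of GRCm38, measured 43.7 ± 5.35 CPM in dorsal and 19.3 ± 3.76 CPM in ventral libraries (SD, n = 5 each). The log2 fold change was 1.17 (standard error 0.16, edgeR adjusted p = 0.000177, quasi-likelihood test). The log2 fold change of Cacna1a stayed within 1.08 to 1.24 when each library was left out in turn. Chrna4, on chromosome 2 from 181018380 to 181043546, was expressed at 9.79 ± 1.02 CPM in dorsal and 19.3 ± 6.72 CPM in ventral libraries (log2 fold change -1.02, standard error 0.24, edgeR adjusted p = 0.0064), and its range over the same fits was -1.16 to -0.89.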

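Decr2, on chromosome 17 from 26081208 to 26090337 of GRCm38, had 44.9 ± 8.48 CPM in dorsal and 77.8 ± 32.8 CPM in ventral libraries (SD, n = 5 each). Its log2 fold change was -0.81 (standard error 0.23, edgeR adjusted p = 0.0162, quasi-likelihood test). Ventral replicate 1 stood apart at 136 CPM, and without it the log2 fold change was -0.51 (edgeR adjusted p = 0.0221), which no longer passed the threshold on the fold change. Stx1a, on chromosome 5 from 135023482 to 135051100, had 17.8 ± 4.10 CPM in dorsal and 45.7 ± 8.28 CPM in ventral libraries (log2 fold change -1.35, standard error 0.18, edgeR adjusted p = 0.000184), and its log2 fold change stayed within -1.50 to -1.27 when each library was left out in turn.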

Consistent with the GO analysis, the metabolic gene *Decr2* and the exocytosis-related gene *Stx1a* were enriched in ventral MCs. Altogether, our genomic approach revealed distinct neurobiological properties between the dorsal and ventral populations enriched for MCs.

### Pathway network analysis reveals distinct signaling and metabolic profiles

IPA software further explored DEG-associated functional pathways (Extended Data Fig. 4-2), revealing significant differences in canonical pathway enrichment between dorsal and ventral MCs (Fig. 4*A*). The dorsal dataset showed significant enrichment of glycosaminoglycan/proteoglycan biosynthesis pathways, including “Dermatan Sulfate Biosynthesis” and “Chondroitin Sulfate Biosynthesis” (*z* > 3), which produce glycosaminoglycan chains forming proteoglycans implicated in axonal guidance and patterning (Brittis et al., 1992; Sugahara and Mikami, 2007). 

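The paper's supplement names 12 genes under dermatan sulfate biosynthesis and 11 under chondroitin sulfate biosynthesis. In the counts, 11 of the 12 and 10 of the 11 were called dorsal-enriched by edgeR and none ventral-enriched, with median log2 fold changes of 0.89 and 0.83. Most genes of these lists are also in the paper's lists of enriched genes, so a family fixed without regard to the calls was tested as well. Among 45 expressed glycosaminoglycan sulfotransferases and synthases, 13 were dorsal-enriched and 1 ventral-enriched, and 31 were higher in dorsal libraries (median log2 fold change 0.38, camera adjusted p = 0.00133, and 0.00213 with the replicate number as a block). With the inter-gene correlation estimated for the family, the camera adjusted p was 0.0554. A camera p as small arose in 2 of the 100 splits. The pathway z-scores were not recomputed here.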

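Of the 31 genes that the paper's supplement lists for the calcium signaling pathway, 22 were called dorsal-enriched and 9 ventral-enriched in the TRAP counts by edgeR's quasi-likelihood test, with a median log2 fold change of 0.70. Every gene of the list is also in the paper's lists of enriched genes, so that the direction and not the number of calls is measured.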

Additionally, the “Calcium Signaling” pathway was significantly enriched in the dorsal population (*z* > 2), suggesting potential differences in excitability (Fig. 4*A*). Conversely, ventral MCs exhibited strong enrichment in metabolic pathways, particularly “Oxidative Phosphorylation” (*z* < −4) and “Glycolysis” (*z* < −2), with significant upregulation of numerous genes encoding components of the electron transport chain and glycolytic enzymes, indicating elevated metabolic activity (Fig. 4*A*).

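Complete families were tested in place of the pathway annotation. The 82 expressed nuclear-encoded subunits of oxidative phosphorylation had a median log2 fold change of -0.58 (camera adjusted p = 2.32e-22, and 9.55e-22 with the replicate number as a block). Of these, 80 were lower in dorsal libraries, and 39 were called ventral-enriched and none dorsal-enriched. After correction for GC content and length their median was -0.49 (camera adjusted p = 1.55e-17). The 7 expressed respiratory chain genes of the mitochondrial genome moved the other way, all dorsal-enriched (median log2 fold change 1.96, camera adjusted p = 2.41e-16, and 1.03e-14 with the replicate number as a block). Of 15 glycolysis enzymes, 9 were ventral-enriched and all were lower in dorsal libraries (median log2 fold change -0.64, camera adjusted p = 5.77e-09, and 2.95e-08 with the replicate number as a block). With the inter-gene correlation estimated for the set, the camera adjusted p was 0.0594. For the first 2 sets the actual split alone gave a camera p as small among 100 splits of the libraries, and for glycolysis 4 of the 100 splits did.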

**Figure 4.**
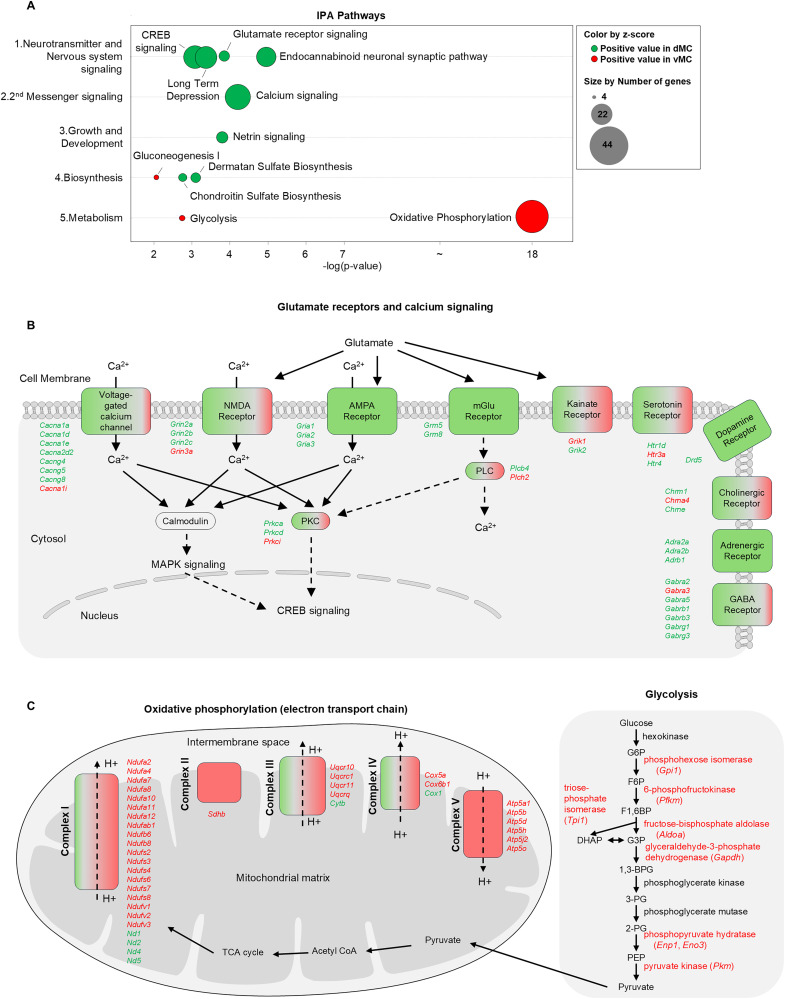
Dorsal- and ventral MC-enriched populations exhibit distinct canonical pathways. ***A***, Bubble plot showing canonical pathways identified through IPA of DEGs between dorsal and ventral MC-enriched populations. Statistical significance was determined using Fisher's exact test (*p* < 0.05). The color of each bubble represents the activation *z*-score, indicating predicted activation in dorsal (positive *z*-score) or ventral (negative *z*-score) MC-enriched populations. ***B***, Schematic of the ion channels, neuroactive receptors, and calcium signaling pathway, showing predicted activation in dorsal MCs. Green denotes enrichment in dorsal MC-enriched population; red denotes enrichment in ventral ones. ***C***, Diagram of glycolysis and oxidative phosphorylation pathway, showing predicted activation in ventral MCs. Green denotes enrichment in dorsal MC-enriched population; red denotes enrichment in ventral ones. See also Extended Data Figures 4-1–4-3.

10.1523/ENEURO.0236-25.2026.f4-1 Figure 4-1 Distribution of Neurotransmitter receptors and Ion channels in MC-enriched population. (A and B) Heatmaps showing the expression pattern of DEGs in neuroactive receptors (A) and ion channels (B) in dorsal and ventral MCs. Functional categories for each gene are indicated. Raw expression levels are presented as log₂-transformed counts per million (log_2_[CPM]). Adjacent heatmaps display the corresponding log₂ fold changes (log_2_[FC]) and adjusted p-values (log_10_[adjusted p-value] for each gene, using distinct color gradients. Download Figure 4-1, TIF file.

10.1523/ENEURO.0236-25.2026.f4-2 Figure 4-2 Canonical pathway analysis and predicted upstream transcriptional regulators of dorsal and ventral MC-enriched populations Download Figure 4-2, XLS file.

10.1523/ENEURO.0236-25.2026.f4-3 Figure 4-3 List of gene expressions related to neurotransmitter receptors and ion channels in dorsal and ventral MC-enriched populations Download Figure 4-3, XLS file.

Based on the convergence between IPA and DAVID analyses, we examined the “Synaptic Transmission” and “Energy Metabolism” pathways in more detail (Fig. 4*B*,*C*). 

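Of the voltage-gated calcium channel genes that the paper names, Cacna1e was the most abundant. It lies on chromosome 1 from 154390731 to 154884501 of GRCm38 and had 420.3 ± 17.001 CPM in dorsal and 192 ± 15.6 CPM in ventral libraries (SD, n = 5 each). This gave a log2 fold change of 1.13 (standard error 0.088, edgeR adjusted p = 3.91e-06, quasi-likelihood test). Cacng5 had 20.7 ± 3.61 CPM in dorsal and 6.51 ± 1.97 CPM in ventral libraries (log2 fold change 1.70, standard error 0.21, edgeR adjusted p = 0.000117). Cacna1d had 22.1 ± 3.26 CPM in dorsal and 9.36 ± 1.53 CPM in ventral libraries (log2 fold change 1.21, standard error 0.18, edgeR adjusted p = 0.000333). Cacng4 and Cacna2d2 had log2 fold changes of 1.22 and 0.70. For Cacng8, with a log2 fold change of 0.97, the call was lost with the replicate number as a block, without dorsal replicate 2, without ventral replicate 3 and without ventral replicate 5 (edgeR adjusted p = 0.0504 to 0.0653). It was also lost with the share of reads outside genes as a covariate (edgeR adjusted p = 0.688), a setting chosen after the values were seen. The family of 23 expressed calcium channel subunits had 7 dorsal-enriched and 1 ventral-enriched members (median log2 fold change 0.38, camera adjusted p = 0.00508, and 0.0078 with the replicate number as a block). The actual split of the libraries alone gave a camera p as small among 100. Of the glutamate receptor genes, Grin2b was the most abundant, with 1447 ± 57.5 CPM in dorsal and 719 ± 46.5 CPM in ventral libraries (log2 fold change 1.01, standard error 0.077, edgeR adjusted p = 3.31e-06). Grin2a had 758 ± 56.7 CPM in dorsal and 347 ± 16.4 CPM in ventral libraries (log2 fold change 1.13, standard error 0.083, edgeR adjusted p = 3.16e-06). Grm5 had 399 ± 25.0 CPM in dorsal and 207 ± 41.4 CPM in ventral libraries (log2 fold change 0.95, standard error 0.12, edgeR adjusted p = 0.000151). The AMPA receptor genes Gria1, Gria2 and Gria3 had log2 fold changes of 0.61, 0.81 and 0.70, which became 0.65, 0.054 and 0.38 after correction for GC content and length, so that Gria2 and Gria3 were no longer called. Gria1 lost its call without ventral replicate 4. Grin2c, at 1.75 CPM in dorsal libraries, and Grm8 had log2 fold changes of 1.34 and 0.88, and each lost its call when certain single libraries were left out. Among 17 ionotropic glutamate receptor genes, 8 were dorsal-enriched and 2 ventral-enriched (median log2 fold change 0.42, camera adjusted p = 0.000271, and 0.00139 with the replicate number as a block). The 7 metabotropic receptor genes had a median log2 fold change of 0.43 (camera adjusted p = 0.0864, and 0.0999 with the replicate number as a block).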

Consistent with enrichment in calcium signaling, the dorsal population showed increased expression of multiple voltage-gated calcium channel subunit genes (*Cacna1a*, *Cacna1d*, *Cacna1e*, *Cacna2d2*, *Cacng4*, *Cacng5*, *Cacng8*) and glutamate receptor subunit genes (*Gria1*, *Gria2*, *Gria3*, *Grin2a*, *Grin2b*, *Grin2c*, *Grm5*, *Grm8*; Fig. 4*B*; Extended Data Figs. 4-1, 4-3). Conversely, the ventral dataset displayed significant upregulation of nearly all core glycolytic enzyme genes (7 genes) and a large cohort of genes involved in oxidative phosphorylation (40 genes), including components of mitochondrial respiratory chain complexes I–IV (Fig. 4*C*). 

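All 7 genes in the glycolysis list of the paper's supplement were called ventral-enriched by edgeR's quasi-likelihood test. The most abundant, Aldoa, had 554 ± 68.4 CPM in dorsal and 1003 ± 122 CPM in ventral libraries (SD, n = 5 each). The difference was a log2 fold change of -0.86 (standard error 0.11, edgeR adjusted p = 0.000139). Gapdh had 235 ± 43.1 CPM in dorsal and 412 ± 70.9 CPM in ventral libraries (log2 fold change -0.81, standard error 0.15, edgeR adjusted p = 0.00131). Eno1 fell further in dorsal libraries (log2 fold change -1.10, standard error 0.20, edgeR adjusted p = 0.00119) than Tpi1 (log2 fold change -0.75, standard error 0.11, edgeR adjusted p = 0.000373), a difference between the 2 genes that was not tested. Gpi1, Pfkm and Pkm, with log2 fold changes of -0.64, -0.65 and -0.64, share 11.5%, 10.8% and 15.3% of their exonic length with other annotated genes, and after correction for GC content and length they were no longer called (-0.49, -0.46 and -0.36). Gpi1 and Pkm also lost their calls without dorsal replicate 1. Eno3, a gene of Fig. 4C outside that list, had 1.06 ± 0.573 CPM in dorsal and 2.95 ± 1.06 CPM in ventral libraries (log2 fold change -1.54, standard error 0.43, edgeR adjusted p = 0.0143). It lost its call without ventral replicate 5 (edgeR adjusted p = 0.0513) and with the share of reads outside genes as a covariate, a setting chosen after the values were seen (edgeR adjusted p = 0.495). Of the 40 genes in the oxidative phosphorylation list, 34 were ventral-enriched and 6 were dorsal-enriched. The 6 dorsal-enriched genes are all encoded by the mitochondrial genome (mt-Nd1, mt-Nd2, mt-Nd4, mt-Nd5, mt-Cytb and mt-Co1), with log2 fold changes from 1.63 to 2.14. The most abundant of them in dorsal libraries, mt-Nd5, had 786 ± 124 CPM in dorsal and 179 ± 78.7 CPM in ventral libraries (log2 fold change 2.14, standard error 0.23, edgeR adjusted p = 4.03e-05). After correction for GC content and length, 20 genes of the oxidative phosphorylation list and 4 of the glycolysis list were called ventral-enriched.

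**Figure D5:**
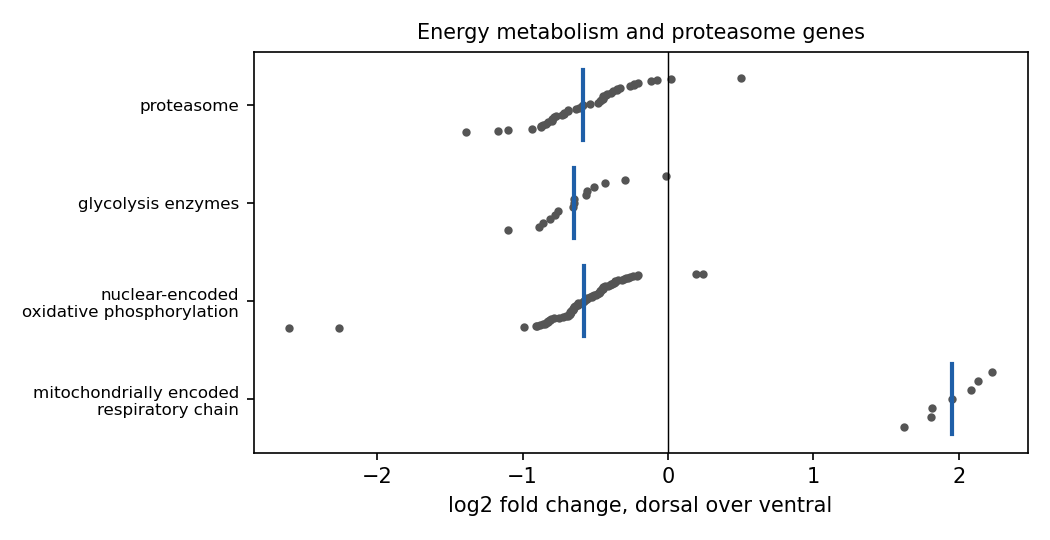
Log2 fold change of dorsal over ventral for each expressed member of 4 gene sets, with one point per gene, ordered within its set, and a blue line at the set's median; the vertical line marks 0. Glycolysis, proteasome and nuclear-encoded oxidative phosphorylation genes lie mostly below 0 and the 7 mitochondrially encoded genes above it.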

Collectively, these results demonstrate distinct molecular signatures in each subpopulation, providing robust evidence for molecular heterogeneity along the dorsoventral axis of the DG.

### Prediction of distinct upstream transcriptional regulators

IPA Upstream Regulator Analysis predicted transcription factors potentially driving the molecular heterogeneity between these subpopulations, revealing distinct sets of candidate upstream regulators (Table 1, Extended Data Fig. 4-2). 

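The regulator predictions were not recomputed here; the counts give the level of the regulators and of the targets that the paper's supplement lists for them. Tcf7l2 itself had 14.4 ± 2.40 CPM in dorsal and 8.93 ± 4.32 CPM in ventral libraries (SD, n = 5 each). Between the groups the log2 fold change was 0.70 (standard error 0.27, edgeR adjusted p = 0.0595, quasi-likelihood test). Its listed targets held 35 dorsal-enriched and 8 ventral-enriched genes among 45 tested. Egr2 was expressed at 3.49 ± 0.966 CPM in dorsal and 2.04 ± 1.91 CPM in ventral libraries (log2 fold change 0.66, standard error 0.48, edgeR adjusted p = 0.308). Its targets comprised 16 dorsal-enriched and 3 ventral-enriched genes among 22 tested. For Sox2 the levels were 46.6 ± 4.10 CPM in dorsal and 34.4 ± 9.57 CPM in ventral libraries (log2 fold change 0.47, standard error 0.17, edgeR adjusted p = 0.0471). Its targets comprised 41 dorsal-enriched and 13 ventral-enriched genes among 55 tested. Sox10 was the higher in ventral libraries, with 4.13 ± 1.24 CPM in dorsal and 7.42 ± 2.80 CPM in ventral libraries (log2 fold change -0.81, standard error 0.32, edgeR adjusted p = 0.0623). Its targets comprised 7 dorsal-enriched and 1 ventral-enriched genes among 9 tested. None of these 4 regulator genes passed both thresholds. Tcf7l2 did so, as dorsal-enriched, with upper-quartile normalization, without dorsal replicate 1 and without ventral replicate 3 (edgeR adjusted p = 0.0191 to 0.0497). Sox10 did so, as ventral-enriched, with the replicate number as a block, without ventral replicate 1 and without ventral replicate 2 (edgeR adjusted p = 0.0253 to 0.0411). The other alternatives did not call either gene.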

In dorsal dataset, key master regulators such as Tcf7L2, Egr2, Sox2, and Sox10 were predicted to be activated. In contrast, Ppargc1a, Smad7, Nfe2l2, and Rb1 were predicted as major upstream regulators shaping the ventral translatome. 

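Ppargc1a had 174 ± 16.7 CPM in dorsal and 205 ± 8.25 CPM in ventral libraries (SD, n = 5 each). The log2 fold change was -0.23 (standard error 0.094, edgeR adjusted p = 0.0684, quasi-likelihood test). Its listed targets held 12 dorsal-enriched and 28 ventral-enriched genes among 41 tested. The levels of Smad7 were 32.2 ± 20.3 CPM in dorsal and 33.5 ± 4.04 CPM in ventral libraries (log2 fold change -0.043, standard error 0.29, edgeR adjusted p = 0.926), with dorsal replicate 2 apart at 67.6 CPM. Its targets comprised 10 dorsal-enriched and 8 ventral-enriched genes among 19 tested. Nfe2l2 measured 10.1 ± 1.92 CPM in dorsal and 8.76 ± 2.06 CPM in ventral libraries (log2 fold change 0.19, standard error 0.22, edgeR adjusted p = 0.52). Its targets comprised 16 dorsal-enriched and 35 ventral-enriched genes among 53 tested. Rb1, which shares 14.9% of its exonic length with another annotated gene, reached 86.3 ± 5.77 CPM in dorsal and 84.9 ± 16.7 CPM in ventral libraries (log2 fold change 0.026, standard error 0.13, edgeR adjusted p = 0.902). Its targets comprised 17 dorsal-enriched and 41 ventral-enriched genes among 61 tested. The differences of these 4 regulator genes were within the spread between replicates or did not reach the thresholds. As nearly all listed targets are also in the paper's lists of enriched genes, the share of called targets is fixed by the listing and only the direction is measured.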

Several of these predicted regulators align with observed molecular profiles. For instance, Tcf7L2, a key component of the Wnt signaling pathway, is linked to neuronal excitability and seizure susceptibility (Hodges and Lugo, 2018; Medina et al., 2018), potentially influencing the synaptic and intrinsic properties of the dorsal population. Conversely, Ppargc1a, a master regulator of mitochondrial biogenesis and oxidative metabolism, coactivates NRF1 and NRF2, promoting gene expression involved in oxidative phosphorylation and electron transport chain function to support neuronal ATP production and energy homeostasis (Wu et al., 1999; St-Pierre et al., 2006). Collectively, these predictions suggest that distinct transcriptional regulatory networks operate in dorsal and ventral populations, likely orchestrating the expression programs tightly coupled to their functional roles along the longitudinal axis of the DG.

**Table 1.** Prediction of master gene regulators in dorsal and ventral MC-enriched populations

Activation state	Upstream regulator	Description	Activation *z*-score	*p* value of overlap
Activated in dMC	Tcf7L2	Transcription factor 7 like 2, T-cell specific, HMG box	4.743	0.0000311
	Egr2	Early growth response 2	3.312	0.002
	Sox2	SRY (sex determining region Y)-box 2	3.031	0.000464
	Sox10	SRY (sex determining region Y)-box 10	2.559	0.00041
Activated in vMC	Ppargc1A	Peroxisome proliferative activated receptor, gamma, coactivator 1 alpha	−2.169	0.00209
	Smad7	SMAD family member 7	−2.393	0.00946
	Nfe2L2	Nuclear factor, erythroid derived 2, like 2	−2.904	0.000172
	Rb1	RB transcriptional corepressor 1	−3.601	0.000000716

Master gene regulators are differentially activated in dorsal versus ventral MC-enriched populations, based on differential translatomic profiling. Regulators are grouped by predicted activation state and sorted by activation *z*-score. Positive *z*-scores indicate activation in dorsal MCs; negative *z*-scores indicate activation in ventral MCs.

## Discussion

Molecular profiling frequently provides critical insights underlying functional diversity within populations that appears homogeneous populations. Although the molecular landscapes of the principal hippocampal neurons (CA3, CA1, GC) along the dorsoventral axis have been well characterized, MCs in the DG remain comparatively underexplored. The HippoSeq study by Cembrowski et al. (2016) provided the first transcriptomic portrait of MCs but did not capture their dorsoventral heterogeneity, as it was restricted to dorsal MCs. To overcome this limitation, we employed TRAP after targeted microdissection of the dorsal and ventral hippocampus, enabling robust profiling of the subpopulation-specific translatome within the *Drd2*-expressing, MC-enriched sample. Our comparative molecular profiling revealed significant molecular heterogeneity along the dorsoventral axis, providing molecular insight into their distinct neurobiological properties and suggesting potential contributions to functional specialization within the hippocampus.

### Intrinsic excitability and synaptic responsiveness

Our findings reveal significant molecular heterogeneity in ion channel and neurotransmitter receptor genes along the dorsoventral axis, which may relate to differences in intrinsic excitability and synaptic responsiveness. The dorsal dataset exhibits an enrichment of various potassium (Kv, Kir, SK/BK, and K2P families) and voltage-gated calcium channel (P/Q-, R-, and L-type) genes (Extended Data Figs. 4-1, 4-3). These enriched channels likely facilitate high-frequency responsiveness and enhanced synaptic integration by providing a biophysical basis for rapid repolarization (Rudy and McBain, 2001; Gu et al., 2007) and dendritic signal amplification (Magee and Johnston, 1995). 

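Of 74 expressed potassium channel subunit genes, 20 were called dorsal-enriched and 6 ventral-enriched (median log2 fold change 0.19, camera adjusted p = 0.0286, and 0.0301 with the replicate number as a block). The smallest adjusted p among the dorsal-enriched ones belonged to Kcnh7 (log2 fold change 1.20, standard error 0.11, edgeR adjusted p = 1.79e-05) and Kcnn3 (log2 fold change 1.72, standard error 0.17, edgeR adjusted p = 1.99e-05). Over the 98 ion channel genes in the paper's supplementary list, which includes genes that were not called, 26 were dorsal-enriched, 6 ventral-enriched and 66 neither (median log2 fold change 0.30, camera adjusted p = 0.000529, and 0.00122 with the replicate number as a block). A camera p as small arose in 6 of the 100 splits for potassium channels and 2 of the 100 splits for the list.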

Consistent with this molecular profile, dorsal MCs display a higher frequency of spontaneous excitatory postsynaptic potentials (EPSPs) and larger maximal EPSPs amplitudes than ventral MCs (Jinno et al., 2003). Furthermore, the enriched expression of glutamate and GABA receptor subunit genes in dorsal population is consistent with strong dependence of dorsal MCs on synaptic drive, as their activity is abolished when glutamatergic and GABAergic inputs are pharmacologically blocked (Jinno et al., 2003). In contrast, ventral MCs exhibit intrinsic rhythmic bursting that persists even under complete synaptic blockade (Jinno et al., 2003). 

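GABA-A receptor subunit genes comprised 14 expressed members, 6 dorsal-enriched and 2 ventral-enriched (median log2 fold change 0.49, camera adjusted p = 0.00762, and 0.0101 with the replicate number as a block). The median shift of this set fell to 0.26 after correction for GC content and length (camera adjusted p = 0.326). The paper's supplementary list of 85 neurotransmitter receptor genes held 24 dorsal-enriched, 8 ventral-enriched and 53 uncalled genes (median log2 fold change 0.39, camera adjusted p = 0.000887, and 0.00228 with the replicate number as a block). For both sets, 2 of the 100 splits of the libraries, the actual one included, gave a camera p as small.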

Recent studies have also reported that ventral MCs are enriched in neuropeptide signaling (Oh et al., 2026). Because the synthesis, transport, and release of neuropeptides during rhythmic bursting are energetically demanding processes, this physiological profile is consistent with our finding that ventral population shows enriched expression of genes involved in energy metabolism and vesicle exocytosis (Fig. 3*H*). Supporting this, our data show increased expression of *Stx1a*, which encodes a SNARE protein that mediates vesicle fusion (Fig. 3*I*). 

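The 5 ventral libraries had 49.4, 46.8, 31.2, 50.6 and 50.6 CPM of Stx1a in replicates 1 to 5, and the 5 dorsal libraries had 12.9, 17.3, 16.4, 24.2 and 18.1 CPM. The values of the groups did not overlap, although ventral replicate 3 was lower than the other ventral libraries. With correction for GC content and length, the log2 fold change was -1.12 (edgeR adjusted p = 0.000164).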

Given that *Stx1a*-deficient neurons retain fast synaptic transmission but exhibit impaired neuropeptide release (Fujiwara et al., 2006; Mishima et al., 2012), these findings suggest that ventral MCs may be particularly suited for neuromodulatory signaling, in contrast to the more input-driven fast synaptic signaling in dorsal MCs.

### Axon guidance and synaptic connectivity

We and others have demonstrated that MC subpopulations exhibit distinct axonal projection patterns along the dorsoventral axis (Botterill et al., 2021; Houser et al., 2021; Jeong et al., 2024b). Ventral MC axons primarily target the inner molecular layer (IML) of the DG throughout the hippocampus, while dorsal MC axons also target the dorsal IML but progressively shift innervation toward the middle molecular layer ventrally. This topographic projection is governed by complex molecular interactions involving axon guidance cues and cell adhesion molecules (Förster et al., 2006). Our translatomic data reveal differential expressions of key guidance molecules that may contribute to these subregion-specific connectivity patterns. 

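Among Eph receptor genes, Epha4 had 459 ± 23.8 CPM in dorsal and 251 ± 17.2 CPM in ventral libraries (SD, n = 5 each). Its log2 fold change was 0.87 (standard error 0.085, edgeR adjusted p = 2.10e-05, quasi-likelihood test). Ephb1 had 11.9 ± 6.29 CPM in dorsal and 4.30 ± 2.96 CPM in ventral libraries (log2 fold change 1.58, standard error 0.41, edgeR adjusted p = 0.00984), with ventral replicate 2 apart from the other ventral libraries at 9.51 CPM. Sema5a measured 208 ± 25.6 CPM in dorsal and 93.9 ± 8.71 CPM in ventral libraries (log2 fold change 1.14, standard error 0.11, edgeR adjusted p = 1.99e-05). Plxna4 had 206 ± 17.9 CPM in dorsal and 113 ± 8.44 CPM in ventral libraries (log2 fold change 0.86, standard error 0.099, edgeR adjusted p = 6.45e-05). Robo3 was near the detection limit, with 1.02 ± 0.823 CPM in dorsal and 0.197 ± 0.160 CPM in ventral libraries (log2 fold change 2.36, standard error 0.72, edgeR adjusted p = 0.0166). Its call was lost without dorsal replicate 2 (edgeR adjusted p = 0.0509) or without ventral replicate 5 (edgeR adjusted p = 0.0566), with DESeq2's test (adjusted p = 0.0564) and with the replicate number as a block. The ephrin gene Efna1 was likewise low, with 0.296 ± 0.281 CPM in dorsal and 1.65 ± 1.30 CPM in ventral libraries (log2 fold change -2.50, standard error 0.72, edgeR adjusted p = 0.0125). It lost its call without ventral replicate 5 (edgeR adjusted p = 0.0623). Of the 17 expressed ephrins and Eph receptors, 9 were dorsal-enriched and 3 ventral-enriched (median log2 fold change 0.73, camera adjusted p = 0.00133, and 0.00306 with the replicate number as a block). Among 100 splits of the libraries the actual one alone gave a camera p as small.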

The dorsal population expresses higher levels of Eph receptor subtypes (*Epha4*, *Epha5*, *Epha7*, *Ephb1*) and other guidance molecules (*Sema5a*, *PlexnA4*, and *Robo3*), while ventral population shows higher expression of Eph receptor ligands (*Efna1* and *Efnb2*; Fig. 3*G*). These molecular signatures align with repulsive axon guidance models. For instance, Epha5-expressing entorhinal axons are repelled from the Eph ligand-rich area; the IML of the DG (Stein et al., 1999) and Ephb1-expressing axons of retinal ganglion cells avoid Efnb2-expressing region, the midline of the optic chiasm (Williams et al., 2003). These differential patterns may reflect interactions between the differentially expressed guidance molecules within these subpopulations and the expression of their cognate ligands/receptors in target layers. As our data represent the adult state and axon guidance is primarily developmental, future studies on the expression dynamics of these molecules during hippocampal development are needed to fully elucidate their roles in establishing dorsoventral heterogeneity in MC connectivity.

Recent studies have established distinct dorsal and ventral MC roles in DG activity modulation (Jinde et al., 2012; Bui et al., 2018; Fredes et al., 2021; Li et al., 2022; Jeong et al., 2024a). Chemogenetic activation of dorsal MCs decreases, whereas activation of ventral MCs increases, c-Fos expression in the dorsal DG (Bauer et al., 2021; Fredes et al., 2021), suggesting that these subpopulations exert opposing net effects on DG activity. This functional differentiation is further supported by electrophysiological evidence showing that dorsal MCs exert a low excitation–inhibition (E/I) balance on local dorsal GCs but provide stronger excitatory input to distal ventral GCs, whereas ventral MCs reduce the E/I balance of local ventral GCs while conveying excitatory drive to distant dorsal GCs (Abdulmajeed et al., 2022), suggesting differential E/I control along the dorsoventral axis. Specificity and strength are shaped by molecular interactions mediated by cell adhesion molecules and synaptic assembly proteins expressed in both pre- and postsynaptic neurons (Südhof, 2018). Our molecular profiling provides a potential mechanistic basis for these differences, as the dorsal population is enriched for synaptogenic regulators such as Epha7 and Nrg3 (Fig. 3*G*), which are known to promote excitatory synapse formation onto hippocampal parvalbumin-positive basket cells (PV + BC; Beuter et al., 2016; Müller et al., 2018), which aligns with ultrastructural evidence that dorsal MC axons form a higher density of synapses onto PV + BC dendrites compared with ventral MC axons (Fredes et al., 2021). 

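Epha7, on chromosome 4 from 28813131 to 28967499 of GRCm38, had 264 ± 13.3 CPM in dorsal and 113 ± 9.39 CPM in ventral libraries (SD, n = 5 each). This gave a log2 fold change of 1.22 (standard error 0.093, edgeR adjusted p = 3.31e-06, quasi-likelihood test). Every dorsal library exceeded every ventral library. Nrg3, on chromosome 14 from 38368952 to 39473088, had 160.98 ± 28.0 CPM in dorsal and 100.2 ± 21.3 CPM in ventral libraries (log2 fold change 0.69, standard error 0.16, edgeR adjusted p = 0.00457). Leaving out each library in turn kept the log2 fold change within 1.19 to 1.27 for Epha7 and 0.63 to 0.82 for Nrg3, and both calls held in each of these fits.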

Altogether, these observations suggest that differential enrichment of various guidance and synaptic regulator molecules in dorsal and ventral MCs may provide a molecular substrate for divergent synaptic targeting. This, in turn, potentially leads to differential regulation of GC excitability via a differential E/I balance along the dorsoventral axis of the DG. Future studies targeting these subpopulation-specific molecules combined with layer-specific circuit analysis and quantitative electron microscopy will be essential to establish a causal link between the molecular distinctions and the relative dominance of postsynaptic targets for each MC subpopulation.

### Functional differentiation in hippocampal processing

The hippocampus exhibits clear functional heterogeneity along its dorsoventral axis, contributing differentially to cognitive versus emotional processing (Fanselow and Dong, 2010). MCs, with unique long-range associational projections spanning this axis, can integrate region-specific inputs and propagate them across these functionally distinct hippocampal domains (Scharfman, 2016), thereby facilitating functional associations across the dorsoventral axis of the DG. Our findings reveal dorsoventral molecular distinctions of *Drd2*-expressing MC–enriched populations, suggesting that their functional specialization may be associated with region-specific molecular signatures. Specifically, the dorsal population is enriched in genes related to synaptic transmission, excitatory signaling, and neuronal excitability, which might reflect the high-precision temporal encoding required for cognitive tasks. This is consistent with observation that dorsal MCs exhibit neural remapping in different environments and local cue, supporting their contribution to pattern separation process (Myers and Scharfman, 2009; GoodSmith et al., 2017; Nakazawa, 2017; Senzai and Buzsáki, 2017; GoodSmith et al., 2019; Jung et al., 2019; Galloni et al., 2022; Huang et al., 2024). Furthermore, dorsal MCs are crucial for rapid contextual discrimination (Jeong et al., 2020). Conversely, the ventral population preferentially expresses genes involved in metabolic pathways and mitochondrial function, which may support sustained neural activity observed under emotionally salient and stress-related conditions. This molecular profile aligns with reports of heightened ventral MC activity during anxiogenic exploration and their role in novelty detection to facilitate memory formation (Fredes et al., 2021; Wang et al., 2021). While further functional studies are needed to establish causal links, these distinct molecular signatures provide a plausible basis for the specialized contributions of these MC subpopulations to context-dependent information flow along the hippocampal axis.

### Disease vulnerability of MC subpopulations

MCs are vulnerable in many neurological and psychiatric disorders, including epilepsy, ischemia, traumatic brain injury, stress-related conditions, and Alzheimer's disease (AD; Crain et al., 1988; Buckmaster and Jongen-Rêlo, 1999; Santhakumar et al., 2000; Jiao and Nadler, 2007; Volz et al., 2011; Sloviter et al., 2012; Oh et al., 2020; Li et al., 2022; Jeong et al., 2024a). Our findings of distinct molecular signatures provide a molecular speculation on differential vulnerability. For instance, the dorsal population is enriched in genes associated with synaptic transmission and calcium signaling (Fig. 4*A*), which could potentially render them more susceptible to excitotoxicity (e.g., epilepsy, ischemia, and stress). This notion is consistent with studies showing substantial dorsal MC degeneration in temporal lobe epilepsy models, with relative preservation of ventral MCs (Huang and Houser, 2024). Conversely, the ventral population possesses molecular features that might contribute to relative resilience against calcium overloads. Their high expression of the calcium-buffering protein calretinin (*Calb2*) suggests a potential capacity for managing intracellular calcium loads (Schwaller, 2014). Furthermore, their enrichment in genes supporting oxidative phosphorylation suggests robust mitochondrial function, which is critical not only for energy production but also for calcium buffering and managing oxidative stress (Walters and Usachev, 2023). These molecular profiles align with maintained ventral MC activity under conditions of inescapable stress, while dorsal MC activity is suppressed (Jeong et al., 2024a). 

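The read pairs counted on Calb2 numbered 6265 to 13089 in the 5 ventral libraries and 729 to 1175 in the 5 dorsal libraries. Calb1, which encodes the related calcium-binding protein calbindin and was chosen after its values were seen, had 124 ± 22.8 CPM in dorsal and 229 ± 34.8 CPM in ventral libraries (SD, n = 5 each). The difference was a log2 fold change of -0.88 (standard error 0.14, edgeR adjusted p = 0.000546, quasi-likelihood test).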

On the other hand, the enrichment of genes associated with mitochondrial function and energy metabolism in the ventral population (Fig. 4*C*) may underlie their specific susceptibility to metabolic disruption in neurodegenerative disorders including AD (Wilson et al., 2023). Supporting this idea, a recent study reported prominent accumulation of AD-like hyperphosphorylated and truncated tau proteins in ventral MCs, which impaired spatial memory (Li et al., 2022). Furthermore, our data show that *Cdk5* (Extended Data Fig. 3-1), a direct tau kinase whose hyperactivation drives abnormal tau hyperphosphorylation (Liu et al., 2016), is enriched in the ventral dataset, which may provide a potential link to the tau pathology. 

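Cdk5, on chromosome 5 from 24418241 to 24423530 of GRCm38, had 37.0 ± 4.49 CPM in dorsal and 58.1 ± 7.75 CPM in ventral libraries (SD, n = 5 each). Between the groups the log2 fold change was -0.65 (standard error 0.13, edgeR adjusted p = 0.00281, quasi-likelihood test). With each library left out in turn, its log2 fold change stayed within -0.73 to -0.60. After correction for GC content and length it was -0.52 (edgeR adjusted p = 0.00675), which passed the threshold on the adjusted p and not that on the fold change.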

Future studies must elucidate how the molecular characteristics of MC subpopulations causally contribute to their differential vulnerability and disease responses.

### Limitations of the study

While providing significant insights, our study has several important limitations. First, we acknowledge the inherent limitations associated with the *Drd2*-Cre line, as we cannot entirely rule out minor translational signature contamination from off-target. Although this approach robustly labels MCs within the DG hilus, it can also capture a substantial subset of other *Drd2*-expressing hippocampal GABAergic interneurons. Additionally, despite targeted microdissection of the ventral subiculum, the potential for minor inclusion of the adjacent subicular tissue remains. Therefore, while the dorsoventral heterogeneity is strongly attributed to the MCs, which is supported by our histological evidence, the overall translatome data should be interpreted as representing a *Drd2*-expressing, MC-enriched population, with appropriate scientific caution. Second, the TRAP methodology itself imposes limitation, as it provides a focused view of the translatome (actively translating mRNA) but excludes nontranslating nuclear RNAs and may miss transcripts located in distal processes or those not actively bound to ribosomes. Unlike single-cell or single-nucleus RNA sequencing, which profile total or nuclear transcripts, TRAP captures only the ribosome-bound fraction. Complementary higher-purity approaches, such as single-cell RNA sequencing with rigorous cell-type classification, are warranted to capture the full extent of the regional and intraregional diversity within MCs. Third, our binary “dorsal/ventral” classification, based on anatomical dissection, may oversimplify the continuous septotemporal axis, and we acknowledge that further intraregional heterogeneity may exist within these subregions. Despite these limitations, our study provides a comprehensive basis for understanding the molecular heterogeneity of MC-enriched subpopulations along the dorsoventral axis, offering a foundation for future investigation.

How the deposited data were processed for this re-analysis (not part of the article)

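Ribosome-bound RNA was precipitated from dorsal and ventral hippocampus of mice carrying EGFP-tagged L10a in Drd2-Cre cells (TRAP), and 5 dorsal and 5 ventral libraries were sequenced, each from the pooled tissue of 5 mice. The authors amplified the RNA with the Ovation kit, prepared TruSeq libraries, sequenced paired ends on a HiSeq instrument, aligned the reads to GRCm38 with STAR and counted them per Ensembl gene with HTSeq-count. The deposited values are whole-number counts per gene, 1 file per library, which the authors had not normalized or filtered. The paper's text does not state the annotation release or whether the counting used strand, so that genes overlapping on either strand are reported as uncertain. Conditions and replicate numbers were taken from the sample labels and match the paper's groups of 5.

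Counts on genes per library ranged from 11138676 to 20594364. The smallest level these depths can show, 3 counts, corresponds to 0.146 to 0.269 CPM, and this floor covers counting error alone, because amplified reads without molecular identifiers are not independent molecules. No pair of libraries within a group was a duplicate, since their counts differed by 4.36 to 45.1 times the sampling noise (chi-square per degree of freedom over genes). Gene symbols, biotypes, coordinates, exonic length and GC content came from the GENCODE annotation of GRCm38, which matched 54809 of the 54838 gene identifiers, and 16795 of the 16806 tested genes have GC content and length.

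The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with CPM above 1 in at least 2 libraries were kept, library sizes were scaled by TMM, and the quasi-likelihood test compared dorsal with ventral libraries with Benjamini-Hochberg adjustment over all tested genes. A gene was called enriched at an adjusted p below 0.05 and an absolute log2 ratio of mean CPM plus 1 above 0.58. Standard errors are the log2 fold change divided by the square root of the F statistic. Gene sets were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01, for complete gene families and the paper's receptor and channel lists with at least 5 expressed members, and for lists of cell type markers of the same size. Separation of the libraries was tested on Pearson correlations by exact permutation, and single library measures by two-sided exact permutation tests of the group means.

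The genes named in the text were fixed by a rule: every gene that the paper names in its results, in the figure panels on these data or in its discussion of them, the 8 regulators of its upstream analysis, members of a gene set where a passage is about the set, and the 5 genes per direction with the largest log2 ratio among called genes whose dorsal and ventral libraries do not overlap. Genes outside the rule are said to be chosen after their values were seen.

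The alternatives were DESeq2's size factors, upper-quartile factors and total counts in place of TMM, no expression filter and a stricter one, DESeq2 1.42.0, edgeR's likelihood-ratio and exact tests, edgeR's own fold change for the threshold, the replicate number as a block, a correction for GC content and exonic length, both together, mitochondrially encoded genes left out, a stricter adjusted p, no fold-change threshold, camera with the correlation estimated per set, other correlation measures for the separation, and each library left out in turn. The GC and length correction removed a smooth trend of each library's expression, fitted with mgcv 1.9.3, by offsets. Alternatives added after the data were seen were protein-coding genes alone, the likelihood-ratio test on protein-coding genes, the quasi-likelihood dispersions of edgeR 3, and the share of read pairs outside genes as a covariate. The replicate numbers come from the sample labels. The paper describes hippocampi of the same mice divided into dorsal and ventral parts and pooled by 5, but does not state that equal numbers share mice, and the pairing was therefore checked and used as an alternative only.

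The count tests, camera and the within-group slope test were tested on simulated data made from the real libraries' means, dispersions and sizes. Among 16063 simulated genes, 199 were changed, all by the same fold change up or down. Of these the quasi-likelihood test called 74.4%, with 5 false calls. A first bar of 80% recovery was not reached and was lowered to 70% after the value was seen, and it was then replaced by criteria on the bias of the fold changes and on false calls. By expression level the share recovered was 28.4% of 67 genes with a median count of 73, 95.5% of 66 at the middle level and 100.0% of 66 at the highest. On simulated sets of 30 genes, the p-value from camera was 7.88e-10 for a shifted set and 0.881 for an unshifted one.

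The in situ hybridization, quantitative PCR and imaging data were not analysed here, and the functional annotation, pathway scores and regulator predictions were not recomputed. No library was left out of the main results.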

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

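The tests of library size, genomic DNA, nuclear RNA, mitochondrial DNA, the GC and length correction of the dorsal-enriched count, and an admixture in dorsal replicate 3 were chosen after the results they bear on were seen, while those of the within-group relation to reads outside genes and of intron length were set beforehand.

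A library was singled out where its gap to the nearest of the other 4 in its group exceeded 0.71 of the group's range (Dixon's 95% value). Of 184 groups of 5 values tested, 22 had such a library, against 9.20 that chance gives. Dorsal replicate 2 accounted for 6 of them, dorsal replicate 1 for 4, dorsal replicate 3, ventral replicate 1 and ventral replicate 3 for 3 each, ventral replicate 2 for 2 and dorsal replicate 4 for 1. Values of one library are not independent of each other, so the excess over chance was not tested.

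The share of read pairs outside annotated genes was 1.88 times as high in dorsal as in ventral libraries (27.0 ± 5.09 in dorsal and 14.4 ± 3.00 in ventral libraries, percent of read pairs, SD, n = 5 each), and the paper does not report on these reads. They are read pairs assigned to no counted feature and may include reads in the introns of annotated genes. Total counts on genes did not differ between the groups (exact permutation test, p = 0.421). Genomic DNA would raise genes that are silent in the hippocampus as much as the reads outside genes, but the olfactory and vomeronasal receptor genes together rose 1.40 times. Their sum was still higher in every dorsal library (84.7 to 122 CPM) than in any ventral one (59.1 to 80.7 CPM), so a partial contribution of genomic DNA is not excluded. Nuclear RNA carried into the dorsal precipitates remains a candidate explanation. Of 15 expressed noncoding RNAs listed as retained in the nucleus, 8 were dorsal-enriched in edgeR's quasi-likelihood test (Malat1, Meg3, Miat, Kcnq1ot1, Snhg11, Snhg14, Neat1 and Xist), and the others were not called. Xist was low, at 1.71 ± 1.06 CPM in dorsal and 0.407 ± 0.362 CPM in ventral libraries, and lost its call in 8 of 23 alternatives. The paper used male mice, so the Xist counts are not taken as evidence of nuclear RNA. Malat1 measured 14757 ± 4940.3 CPM in dorsal and 2591 ± 764 CPM in ventral libraries (SD, n = 5 each), and was higher in 5 of 5 dorsal libraries than in any ventral library. A regional difference in their expression would give the same excess, so that carried-over nuclear RNA and regional expression cannot be told apart.

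Within the dorsal group, dorsal replicate 2 had the most long intergenic noncoding RNA, 33581 CPM of all counts against 20779 to 21395 in the other dorsal libraries, and the most Malat1, 23139 against 11503 to 13318 CPM. Dorsal replicate 4 had the least small nuclear RNA, 29.7 against 36.4 to 37.3 CPM. Dorsal replicate 1 had the fewest genes above 1 CPM, 14075 against 14866 to 15102. All 5 dorsal libraries lay above all ventral libraries in the share of long intergenic noncoding RNA and in Malat1. No explanation of these single libraries was tested.

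Genes outside the protein-coding class, which the paper's lists nearly leave out, gave 1096 dorsal-enriched against 258 ventral-enriched genes (edgeR's quasi-likelihood test). Genes of the annotation's class TEC, transcripts that await experimental evidence, gave 494 and 33 of 852, sense-intronic transcripts 50 and 1 of 74, and long intergenic noncoding RNAs 171 and 73 of 603. Antisense transcripts gave 165 and 41 of 475, and processed transcripts 67 and 26 of 259. Among protein-coding genes, a library's expression relative to the mean of all libraries had a Spearman correlation across genes with intron length of 0.106 ± 0.0596 in dorsal and -0.124 ± 0.0668 in ventral libraries (SD, n = 5 each, exact permutation test, p = 0.00794, the smallest 5 against 5 allow). The correlations with exonic length were 0.133 ± 0.0429 in dorsal and -0.157 ± 0.0801 in ventral libraries, so that introns and long transcripts were not separated. More unspliced RNA in the dorsal libraries would give this difference, and it cannot be told apart from higher dorsal expression of long genes. Within the dorsal group the correlation with intron length was highest in replicate 1 (0.201), which had the smallest share of reads outside genes (21.8%). It was lowest in replicate 3 (0.037), which had the largest share (33.9%). In the ventral group, replicate 3 had both the largest share (19.3%) and the highest correlation (-0.039). If a common background raised the dorsal-enriched protein-coding genes, libraries with more reads outside genes would also show more of them within each group. Over all 13549 protein-coding genes no such relation appeared (exact permutation test over 14400 arrangements, p = 0.631). The genes called dorsal-enriched rose with the share in dorsal libraries (slope 0.15) and fell with it in ventral libraries (slope -0.13). The one-sided exact permutation test for a rise over both groups gave p = 0.508, so that a contribution of background is neither shown nor excluded. With 5 libraries per group, a weak relation would be missed. Correction for GC content and exonic length left 1749 dorsal-enriched protein-coding genes against 1540 without it, so these properties do not account for the number. Over all biotypes, 2320 of the 2636 dorsal-enriched genes were called with and without the correction.

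The mitochondrially encoded messenger RNAs were 3.79 times as abundant in dorsal as in ventral libraries and the mitochondrial ribosomal RNAs 3.58 times. Within the dorsal group, dorsal replicate 2 stood highest, with 478 CPM against 380.2 to 408 CPM of mt-Nd1 and 311 CPM against 209 to 231 CPM of mt-Nd2 in the other dorsal libraries. Mitochondrial DNA would cover ribosomal and messenger genes evenly, whereas ribosomal genes were covered 25.4 times as densely per base as messenger genes in dorsal libraries (27.6 times in ventral libraries). RNA from organelles carried along with the precipitates, and a regional difference, both remain possible and were not separated.

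Fblim1 reached 315 CPM against 0.650 to 2.16 CPM in the other dorsal libraries, and it was not called without dorsal replicate 3. A strong admixture of other cells in dorsal replicate 3 would raise many genes, but 0 further genes were more than 10 times higher there than in any other library. An admixture that raised genes by less than 10 times would not be counted, so a weaker one is not excluded. Single genes of this kind also occurred in dorsal replicate 2 (2 genes, the higher being Tmem121 at 49.6 CPM), dorsal replicate 4 (Coa4 at 84.6 CPM) and ventral replicate 4 (Gm35065 at 40.6 CPM), genes chosen after their values were seen. No biological explanation was tested, as the design gives no property of dorsal replicate 3 alone.

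The other genes with a library apart were spread over 6 libraries. No explanation was tested for them, apart from dorsal tissue in the pool of ventral replicate 2, which bears on Ephb1. Dlk1 was higher in ventral replicate 2 (4.05 CPM) than in any dorsal library (at most 2.79 CPM), so dorsal tissue does not account for it. In dorsal libraries, Gpc3 in replicate 3 (7.56 CPM against 4.32 to 4.94), Gria2 in replicate 2 (1317 CPM against 1085 to 1121), Grin2a in replicate 1 (856 CPM against 722 to 755) and Smad7 in replicate 2 (67.6 CPM against 16.8 to 28.1) were high, while Grm5 in replicate 3 (356 CPM against 403 to 420.0), Gpi1 in replicate 1 (81.9 CPM against 109 to 117) and Eno1 in replicate 1 (26.9 CPM against 51.1 to 57.6) were low. In ventral libraries, Dlk1 in replicate 2 (4.05 CPM against 0.0844 to 0.949), Decr2 in replicate 1 (136 CPM against 58.4 to 69.8), Grin2a in replicate 1 (376 CPM against 336 to 344), Ephb1 in replicate 2 (9.51 CPM against 2.11 to 3.38) and Gm44846 in replicate 1 (0.832 CPM against 0.0944 to 0.190) were high, and Stx1a (31.2 CPM against 46.8 to 50.6), Pfkm (67.0 CPM against 82.8 to 87.2) and Gapdh (291 CPM against 408 to 456) were low in replicate 3. Without the library in question, Gpc3, Decr2 and Gpi1 were no longer called, Dlk1 and Smad7 were uncalled as before, and the others kept their call.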

How the results depend on the processing

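The covariate, protein-coding and edgeR 3 settings were chosen after the results were seen, and the other settings before the data were examined. Against 2636 dorsal-enriched and 1655 ventral-enriched genes, the counts were 1776 to 3191 and 1238 to 2454 under the settings fixed beforehand that kept all libraries, apart from an adjusted p below 0.01, which gave 1498 and 897. Leaving out each library in turn gave 2105 to 2670 and 1216 to 1815. The dorsal share of calls was 61.4% and lay between 56.5% and 65.7% under the settings fixed beforehand, against 52.4% with protein-coding genes alone. Without an expression filter the median log2 fold change of all genes moved by 0.111. Correction for GC content and length kept 2320 of the dorsal-enriched and 1245 of the ventral-enriched genes, with 1 called in the opposite direction.

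Of 2435 comparisons of a named gene under a setting, 2276 kept direction and call, 117 lost the call, 18 gained it and 24 changed sign. For gene sets these numbers were 973, 902, 42, 4 and 25. The fold change as edgeR estimates it bears on calls alone and cannot move a fold change or a set. Genes below the stricter expression filter and mitochondrial genes left out have no value under those settings. The cause was not tested for any change given below.

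With the replicate number as a block in edgeR, 2656 dorsal-enriched and 1674 ventral-enriched genes were called, and the median of the subiculum markers was 0.14 against -0.0021 without it. Of the named genes, 4 lost their call with the block and 1 gained it. Choroid plexus and ependymal markers no longer passed camera's threshold (adjusted p = 0.0615, against 0.0300 without the block). The same held for CA3 and CA2 pyramidal cell markers (camera adjusted p = 0.0558, against 0.0327). Deviations of same-numbered libraries had a mean correlation of 0.019 (-0.018 to 0.041 over the 5 pairs), against -0.0023 for different numbers, so that the numbers showed no pairing. With each pair centred, the excess of within-group over between-group correlation was 0.968 (exact permutation p = 0.0625, the smallest its 16 arrangements allow). Without centring, the mean correlation within groups exceeded that between groups by 0.027 (exact permutation p = 0.00794).

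The median log2 fold change of the subiculum markers, close to 0, also changed sign with DESeq2's size factors (0.026), upper-quartile factors (0.036), total counts (0.0081), the stricter filter (0.020), DESeq2's test (0.17), the likelihood-ratio test (0.14), the exact test (0.14) and without mitochondrial genes (0.0048). Under the stricter filter the netrin, slit and Robo families had a median of -0.0033. Without a filter 2 sets newly passed camera's threshold, among them the metabotropic glutamate receptors (0.48), and the mossy cell markers changed sign (-0.15). In addition, 1 set newly passed with the share of reads outside genes as a covariate and 1 without ventral replicate 2. The thalamus, habenula and septum markers had a camera adjusted p of 0.433, which ran from 4.45e-06 to 0.887 over the alternatives.

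With correction for GC content and length, the log2 fold change changed sign for Slc32a1 (0.18), Smad7 (0.20), Rb1 (-0.14) and Ddx3y (-0.55), and with the block added it was 0.19, 0.070, -0.13 and -0.54. Medians that changed sign were those of mossy cell markers (-0.068, and -0.048 with the block), sex-linked genes (-0.12 and -0.13), immediate early genes (0.031 and 0.036) and, with the block, subiculum markers (0.051). Sets that no longer passed camera's threshold had medians of 0.26 for GABA-A receptor subunits and -0.31 for interneuron markers with the correction, and of 0.28 for GABA-A receptor subunits, -0.095 for synaptotagmins, syntaxins and SNARE regulators, 1.09 for choroid plexus and ependymal markers and -0.27 for interneuron markers with the block added.

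With the inter-gene correlation estimated per set, 10 sets passed camera's threshold in place of 24. Those that no longer did, whose medians this setting cannot move, included sets with medians of 0.38 for voltage-gated calcium channel subunits, 0.49 for GABA-A receptor subunits, 0.39 for semaphorins and plexins, 0.38 for glycosaminoglycan sulfotransferases and synthases, -0.11 for synaptotagmins, syntaxins and SNARE regulators, -0.64 for glycolysis enzymes, -0.58 for fatty acid beta-oxidation enzymes, -0.29 for interneuron markers and 0.39 for neurotransmitter receptors.

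When each library was left out in turn, the log2 fold change ran from -0.52 to 0.10 for Smad7, from -0.058 to 0.15 for Rb1, from -0.042 to 2.96 for Coa4 and from -0.10 to 0.030 for Slc32a1. The set medians ran from -0.20 to 0.24 for subiculum markers, from -0.040 to 0.13 for the netrin, slit and Robo families, from -0.39 to -0.18 for interneuron markers and from 0.32 to 0.41 for semaphorins and plexins, the last 2 losing camera's threshold in some fits.

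With the share of read pairs outside genes as a covariate, 656 dorsal-enriched and 362 ventral-enriched genes, 542 genes of the paper's lists, 26 named genes and 14 sets were called, against 2734, 64 and 24 of the last 3 without it. The share separates the groups without overlap, so that this fit removes region together with background. The log2 fold change changed sign for Fblim1 (-7.38), Gad2 (0.35), Decr2 (0.22), Tcf7l2 (-0.070), Sox2 (-0.18), Ppargc1a (0.014) and Nfe2l2 (-0.23), and the median for oligodendrocyte precursor markers (-0.59). Sets that no longer passed had medians of 0.029 for voltage-gated calcium channel subunits, 0.28 for potassium channel subunits, 0.0028 for ephrins and Eph receptors, 0.36 for semaphorins and plexins, 0.12 for glycosaminoglycan sulfotransferases and synthases, -0.084 for synaptotagmins, syntaxins and SNARE regulators, -0.20 for vacuolar ATPase subunits, 0.28 for mature oligodendrocyte markers, 1.09 for choroid plexus and ependymal markers, 0.23 for CA3 and CA2 pyramidal cell markers and -0.20 for interneuron markers. Protein-coding genes alone gave 1540 dorsal-enriched genes, and 1475 with the likelihood-ratio test.

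Changes in low genes can be missed. In simulated libraries of these sizes, changed genes with a median count of 73 were called in 28.4% of cases. The dispersion of these simulated genes was also higher (median 0.230, against 0.0309 for the genes with the highest counts), and depth was not varied. Only 199 of 16063 simulated genes were changed, all by the same fold change. In the real libraries 5645 of 16806 genes had an edgeR adjusted p below 0.05, which makes the adjustment less strict. The simulated share therefore does not carry over, but an uncalled low gene is still not shown to be unchanged.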

Differences from the paper's values

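The paper reports 1442 dorsal-enriched genes, and the deposited counts gave 2636 with edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, 4 came within 1.5 times of the paper's number: 1498 with an adjusted p below 0.01, 1776 with CPM above 1 in at least 5 libraries, 2143 without ventral replicate 4 and 2105 without ventral replicate 5. The others, from 2167 to 3191 genes, did not, and these were the remaining normalizations, tests, fold change, block, GC and length, mitochondrial, filter and threshold settings and the other libraries left out. Among settings chosen after the values were seen, protein-coding genes alone gave 1540 and the likelihood-ratio test on protein-coding genes 1475, both within 1.5 times, while the quasi-likelihood dispersions of edgeR 3 gave 2217 and the covariate 656, both outside it.

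The paper states that Gpc3 did not differ significantly between the regions. Here it was called dorsal-enriched (edgeR adjusted p = 0.0226, log2 fold change 1.36, higher in dorsal than in ventral libraries on average). It was not called with the likelihood-ratio test, the exact test, the replicate number as a block with or without correction for GC content and length, without dorsal replicate 3, without ventral replicate 5, or with the share of reads outside genes as a covariate, a setting chosen after the values were seen. The edgeR and DESeq2 adjusted p ranged from 0.0083 to 0.417 over the alternatives.

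The paper describes Gad1 as comparable between the regions. Here its log2 fold change was -0.46 with an adjusted p of 0.0103 in edgeR's quasi-likelihood test (0.00188 to 0.765 over the alternatives, the highest under the covariate chosen after the values were seen). It did not pass the fold-change threshold in any setting that was run. For interneuron markers as a group the paper states balanced expression, on the basis of Gad1, Gad2 and Slc32a1. Here Sst and Pvalb, which the paper's supplementary list of ventral-enriched genes also holds, were ventral-enriched, with log2 fold changes of -0.66 and -0.63 (edgeR's quasi-likelihood test), although 4 of 24 alternatives left Sst uncalled and 12 left Pvalb uncalled, among them the correction for GC content and length for both.

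The paper's text counts all genes of its oxidative phosphorylation list as ventral-enriched. Here 34 of them were ventral-enriched and the 6 encoded by the mitochondrial genome were dorsal-enriched, as the paper's own pathway figure also shows them. Under the alternatives set before the data were examined, 20 to 34 were ventral-enriched, and 9 were with the covariate chosen after the values were seen. None reached the whole list.

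The ventral list in the paper's supplement was read for 1335 genes, against the 1337 of its text.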

Other observations

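The test of ventral replicate 2 was chosen after the result was seen and was changed after its first outcome to hold out each ventral library in turn, and the reading of both marker tests was changed after the other splits were seen. The grouping of these splits by how far they part the regions was also added after the results were seen; the remaining tests were set beforehand.

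Other splits of the 10 libraries into 5 and 5 were compared with the actual one. Dorsal and ventral libraries share replicate numbers, and 16 splits part all 5 same-numbered pairs. The actual split was 1 of the 16 with as many genes in its larger direction, 1 of the 16 with as many in its smaller direction, and 2 of the 16 with as many shifted gene sets (edgeR's quasi-likelihood test and camera). The other 15 splits gave a median of 0 genes and at most 564 in the larger direction, and a median of 10 and at most 26 sets. A share under 0.05 cannot be reached with 16 splits. Over a further 84 drawn splits that part fewer pairs, no more than 272 genes and 23 sets came up. Each of these splits mixes dorsal and ventral libraries, to a different degree. The 20 that part the regions 4 to 1 shifted a median of 18 and at most 26 sets, and the 79 that part them 3 to 2 a median of 5 and at most 14. A count of sets near that of the actual split thus came up only where most of the regional contrast was kept. The gene counts of the actual split were the largest of the 100.

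Zic1 to Zic5, genes named after their values were seen, summed to 261 CPM in ventral replicate 2, against 46.8 to 67.6 CPM in the other ventral libraries and a dorsal mean of 569.9 CPM. A candidate explanation is dorsal tissue in the ventral replicate 2 pool. If so, other dorsal-enriched genes, called without that library, would also be raised there. Their median lay 9.38% of the way from the other ventral libraries to the dorsal mean, rank 1 of the 5 ventral libraries when each was held out in turn, against -1.56% to 3.36% for the others. The direction fits dorsal tissue, but the Zic sum lay 40.0% of the way, much further than the other genes, so a general admixture does not account for the whole of it. By chance a given library of the 5 comes first in 1 of 5 cases. Choroid plexus and ependymal markers were higher in dorsal libraries for 10 of 10 genes (median log2 fold change 1.01, camera adjusted p = 0.0300). Of 12 thalamus, habenula and septum markers, 5 were dorsal-enriched and 1 ventral-enriched (median log2 fold change 0.57, camera adjusted p = 0.433). A camera p as small arose in 37 and 63 of the 100 splits. These sets therefore do not decide whether other tissue entered the dorsal pools.

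The 82 nuclear-encoded oxidative phosphorylation genes were lower in dorsal libraries (median log2 fold change -0.58, 80 of 82 genes). The shift persisted after correction for GC content and length (camera adjusted p = 1.55e-17, 2.90e-36 to 0.00914 over the alternatives), so these properties do not explain it in full. Within the groups, the values of the set rose with the share of reads outside genes in dorsal libraries and fell with it in ventral libraries. The one-sided exact permutation test over both groups gave p = 0.455, so that a contribution of background is neither shown nor excluded. A different regional mix of cells in the precipitates was not tested for this set, and a difference in metabolism of the cells therefore remains a hypothesis.

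The targets that the paper lists for Tcf7l2 and Sox10 were mostly dorsal-enriched, and RNA from oligodendrocytes, in which these factors act, might contribute. Few of those targets are themselves oligodendrocyte markers, 3 of 45 for Tcf7l2 and 2 of 9 for Sox10, and Sox10 itself was higher in ventral libraries (log2 fold change -0.81). The 18 mature oligodendrocyte markers were shifted to dorsal (median log2 fold change 0.62, 18 of 18 higher, camera adjusted p = 5.83e-06, 7.22e-10 to 0.156 over the alternatives). A camera p as small arose in 7 of the 20 other splits that part the regions 4 to 1, which keep most of a regional shift, and in 6 of the 79 that part them 3 to 2. The splits therefore do not decide between a regional shift and variation between single libraries.

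Gad2 was far above Slc17a7 in every library, and a different share of interneurons in dorsal and ventral precipitates could bear on their comparison. The interneuron markers had a camera adjusted p of 0.0286 (0.00282 to 0.799 over the alternatives), with a median log2 fold change of -0.29 and 12 of 15 lower in dorsal libraries, and 19 of the 79 splits that part the regions 3 to 2 gave a p as small. A small difference in the share of interneurons is neither shown nor excluded.

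The genes with the largest dorsal enrichment among those without overlap between the groups were Gm44846 (20.2 ± 8.97 CPM in dorsal and 0.292 ± 0.304 CPM in ventral libraries, log2 fold change 5.98), Gm44235 (28.1 ± 25.0 CPM in dorsal and 1.24 ± 0.713 CPM in ventral libraries, log2 fold change 4.36), Ppp1r3b (17.1 ± 12.6 CPM in dorsal and 0.580 ± 0.457 CPM in ventral libraries, log2 fold change 4.74), Gm38384 (14.0 ± 7.07 CPM in dorsal and 0.353 ± 0.256 CPM in ventral libraries, log2 fold change 5.16) and Gm37298 (11.7 ± 4.12 CPM in dorsal and 0.158 ± 0.139 CPM in ventral libraries, log2 fold change 6.13). Apart from Ppp1r3b they belong to the annotation's class TEC, transcripts that await experimental evidence. On the ventral side, next to Calb2, they were Vwc2l (5.29 ± 1.56 CPM in dorsal and 45.1 ± 19.3 CPM in ventral libraries, log2 fold change -3.08), Tmem74bos (0.0943 ± 0.112 CPM in dorsal and 5.67 ± 4.63 CPM in ventral libraries, log2 fold change -5.84), Klhl14 (1.16 ± 0.725 CPM in dorsal and 10.2 ± 1.80 CPM in ventral libraries, log2 fold change -3.16) and Gm18227, a pseudogene with 6.02 ± 3.38 CPM in ventral libraries and at most 3 counts in any dorsal library. Tmem74bos is annotated as an antisense transcript. Of the exonic length of Klhl14, 13.8% is shared with another gene, so that its count is uncertain. Spreads are SD with n = 5 each.

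The p-values printed in the paper's supplementary lists differed from those of edgeR's likelihood-ratio test by a median of 2.93e-07 on the log10 scale, and from those of its quasi-likelihood test by 0.621, a comparison made after the values were seen. With the likelihood-ratio test, 1442 of 1442 and 1335 of 1335 listed genes were called in the paper's direction. Of the listed genes, 1440 dorsal-enriched and 1334 ventral-enriched ones are protein-coding.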
